# Multiple environmental stressors induce complex transcriptomic responses indicative of phenotypic outcomes in Western fence lizard

**DOI:** 10.1186/s12864-018-5270-0

**Published:** 2018-12-05

**Authors:** Kurt A. Gust, Vijender Chaitankar, Preetam Ghosh, Mitchell S. Wilbanks, Xianfeng Chen, Natalie D. Barker, Don Pham, Leona D. Scanlan, Arun Rawat, Larry G. Talent, Michael J. Quinn, Christopher D. Vulpe, Mohamed O. Elasri, Mark S. Johnson, Edward J. Perkins, Craig A. McFarland

**Keywords:** Multiple stressors, Reptiles, Genomics, Munitions, Malaria, Food limitation, Climate change, TNT, Immune response

## Abstract

**Background:**

The health and resilience of species in natural environments is increasingly challenged by complex anthropogenic stressor combinations including climate change, habitat encroachment, and chemical contamination. To better understand impacts of these stressors we examined the individual- and combined-stressor impacts of malaria infection, food limitation, and 2,4,6-trinitrotoluene (TNT) exposures on gene expression in livers of Western fence lizards (WFL, *Sceloporus occidentalis*) using custom WFL transcriptome-based microarrays.

**Results:**

Computational analysis including annotation enrichment and correlation analysis identified putative functional mechanisms linking transcript expression and toxicological phenotypes. TNT exposure increased transcript expression for genes involved in erythropoiesis, potentially in response to TNT-induced anemia and/or methemoglobinemia and caused dose-specific effects on genes involved in lipid and overall energy metabolism consistent with a hormesis response of growth stimulation at low doses and adverse decreases in lizard growth at high doses. Functional enrichment results were indicative of inhibited potential for lipid mobilization and catabolism in TNT exposures which corresponded with increased inguinal fat weights and was suggestive of a decreased overall energy budget. Malaria infection elicited enriched expression of multiple immune-related functions likely corresponding to increased white blood cell (WBC) counts. Food limitation alone enriched functions related to cellular energy production and decreased expression of immune responses consistent with a decrease in WBC levels.

**Conclusions:**

Despite these findings, the lizards demonstrated immune resilience to malaria infection under food limitation with transcriptional results indicating a fully competent immune response to malaria, even under bio-energetic constraints. Interestingly, both TNT and malaria individually increased transcriptional expression of immune-related genes and increased overall WBC concentrations in blood; responses that were retained in the TNT x malaria combined exposure. The results demonstrate complex and sometimes unexpected responses to multiple stressors where the lizards displayed remarkable resiliency to the stressor combinations investigated.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5270-0) contains supplementary material, which is available to authorized users.

## Background

Multiple anthropogenic pressures on natural environments are forcing complex stressor scenarios that may threaten the health and resilience of native species. As summarized in McFarland et al. [1], stressors that are characteristic of habitat encroachment, climate change, and chemical contamination are pervasive in western North America and result in concern for endemic reptilian populations. For example, increasing regional temperatures [2] threaten to expand disease vector ranges thereby increasing malaria infections in lizards [3] and reducing reproductive fitness [4, 5]. In concert with climate change, increased human immigration in the American West (http://www.census.gov/prod/cen2010/briefs/c2010br-01.pdf) is expanding habitat encroachment and reducing basic environmental resources for reptiles. As a result, extensive tracks of largely undeveloped military land in the American West are becoming the last remaining intact habitats in the ecoregion and thus serve as refugia for reptiles and other species. Military lands also pose unique challenges including munitions constituent (MC) contamination such as 2,4,6-trinitrotoluene (TNT) and 1,3,5-trinitro-1,3,5-triazine (RDX) on live fire training ranges, where exposures to these contaminants in laboratory studies have been observed to induce toxic responses in reptiles [1, 6]. The complex nature of these stressor exposures is a concern for sustaining viable endemic reptile populations, the failure of which could jeopardize range access for military operations and training. Given these challenges, we sought to experimentally evaluate the impact of multiple stressors on the health of a representative Western American reptile species, the Western fence lizard (WFL, *Sceloporus occidentalis*). Global transcriptomic expression was employed to uncover functional responses underlying critical phenotypic outcomes.

The present study leverages results from liver tissues collected in a previously reported study [1], which assessed in a pair-wise manner the effects of three representative stressors: (A) TNT dosing, (B) food limitation, and (C) malaria infection. Briefly, TNT dosing caused anemia, which was previously observed in WFLs [6] and across mammalian species [7]. TNT also elicited hormesis where body weights were increased relative to controls at low doses, but decreased at high doses [1]. Interestingly, TNT-induced hormesis was abolished when lizards were food-limited [1]. Food limitation decreased white blood cell (WBC) concentrations in the lizards [1], a characteristic response in malnutrition [8] possibly due to the energetic expense of maintaining basal immunity [9]. Malaria infection induced WBC activation including increased lymphocytes and monocytes, a response that was maintained regardless of food limitation [1]. Finally, both TNT exposure and malaria infection each tended to increase WBC concentrations, and TNT exposure may have enhanced the immune response to malaria [1]. These findings and additional responses were investigated as phenotypes of interest in global transcriptomics assays performed to identify potential causative mechanisms for individual stressor responses and stressor interactions.

Global transcriptomic expression assays are useful for establishing mechanistic and systems-level toxicological outcomes [10], which we have demonstrated for multiple munitions in an array of species [11–18]. To enable the transcriptomic investigation for *S. occidentalis,* we generated the first transcriptome for this reptile species and corresponding custom microarray tools for expression measurement. Differential-expression analyses were conducted to investigate the effects of individual TNT, food limitation, and malaria infection exposures in addition to all pairwise-stressor combinations in liver tissue. Pathway and annotation enrichment analysis [19] provided functional-genomic responses which were integrated into a correlation analysis to associate expression with toxicological phenotype data derived from McFarland et al. [1]. This work was conducted to test the hypothesis that multiple ecosystem-level stressors characteristic of habitat degradation and climate change have no interactive effects on lizard health. Overall, the results revealed complex and sometimes unexpected responses to multiple stressors. Lizards demonstrated remarkable resiliency for the stressor scenarios tested herein.

## Methods

Detailed methods for animal husbandry, exposure techniques, and clinical toxicology are described in McFarland et al. [1]. Bioassays conducted in that study provided the source tissue for all transcript-expression assays described herein. The original laboratory colony of WFLs maintained at Oklahoma State University was established from lizards collected from the San Joaquin Valley in Fresno and Tulare Counties, California, USA. Lizard exposures were conducted at the U.S. Army Public Health Center (USAPHC) using males obtained from generations F4 and F5. All animal-use protocols were conducted consistent with Good Laboratory Practices and approved by the Institutional Animal Care and Use Committee at the U.S. Army Public Health Center.

### Summary of stressor bioassays

Briefly, three 30-day experimental assays utilizing male lizards were conducted including: Exposure 1 - TNT x food limitation, Exposure 2 - food limitation x malaria infection, and Exposure 3 - TNT x malaria infection [1]. Each study incorporated a factorial treatment arrangement within a completely randomized experimental design. The malaria treatment included infected and non-infected control lizards. Food limitation treatments included an *ad libitum* control (fed 10 crickets daily) and at least one reduced food ration (fed 5 or 2 crickets daily). TNT exposures consisted of daily oral doses of corn oil as a control or a corn oil-TNT suspension at 5, 10, 20, or 40 mg/kg/day. All treatments included 10 biological replicates (10 individually caged lizards) per condition. At the completion of the exposures, animals were euthanized by CO_2_ asphyxia and dissected. Samples from brain, bone marrow, gut, heart, liver, and testes tissues were fixed in RNA Later™ (Ambion, Austin, TX) following manufacturers recommendations and stored at − 80 °C until RNA extraction. Blood and various tissues were also collected for clinical endpoint analysis where individual and pair-wise stressor effects were tested for 29 toxicological endpoints [1].

### Tissue fixation and RNA extraction

Tissue samples used to construct the normalized complimentary DNA (cDNA) libraries for WFL were collected from five control animals from each experiment. The RNA pool used to construct the cDNA library included RNA extracted from brain, bone marrow, gut, heart, liver, and testes. RNA extraction was conducted using RNeasy Mini RNA extraction kits (Qiagen Inc., Valencia, CA). RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany) with RNA 6000 Nano LabChips® RNA. Only samples with a 28 s/18 s ratio ≥ 2.0 and RNA integrity number (RIN) ≥7.0 were used for downstream applications.

### cDNA library construction and normalization

The RNA compilation used to construct the WFL cDNA library included 500 ng of total RNA from 46 total samples. The SMART™ PCR cDNA Synthesis Kit (Clonetech Laboratories Inc. Mountain View, CA) was utilized to reverse-transcribe 1.0 μg of the RNA compilation sample into full length cDNAs. The cDNA libraries were normalized prior to sequencing to capture both high and low abundance transcripts using the Trimmer cDNA Normalization Kit (Evrogen JSC, Moscow, Russia).

### cDNA sequencing

The normalized cDNA library was sequenced using a 454 Life Sciences GS-FLX sequencer (Roche / 454 Life Sciences, Branford, CT, USA) utilizing a protocol to resolve 400 base-pair (bp) reads. Briefly, cDNAs were nebulized and size-selected for 500 to 800 bp fragments. Two primer sequences, Adaptor A and Adaptor B, were ligated to the fragments. cDNAs containing both an A and a B adaptor were melted into single stranded DNA, immobilized onto DNA capture beads and emulsified in oil for polymerase chain reaction (emPCR). The emPCR was titrated to determine the optimal amount of single stranded DNA (ssDNA) needed to create a 1:1 DNA fragment to bead ratio. emPCR was performed and the amplified library was loaded onto a 70 × 75 mm PicoTiterPlate (Roche / 454 Life Sciences) and sequenced for one full plate run.

### Sequence processing and annotation

The genome-scale transcriptome was used for EST-based clustering and assembly via The Gene Indices Clustering Tools (TGICL) [20], which uses mega-basic local alignment search tool (megaBLAST) [21] for homology-based clustering and contiguous sequence (contig) assembly program 3 (CAP3) [22] for assembly. Unigenes consisting of contigs and/or single sequences (singlets) longer than 200 bp were selected for BLASTx (protein) analysis [21] for homology-based coding-region similarity detection and annotation against five sets of publicly available protein sequence databases: National Center for Biotechnology Information (NCBI) NR.aa, Refseq, and European Bioinformatics Institute (EBI) UniProt-SwissProt, Uniref90, and Uniref100. The central processing unit intensive computational biology analysis pipelines of clustering, assembly, and annotation were run via Portable Batch System (PBS) (http://pbspro.org/) through the Department of Defense (DoD) supercomputers Diamond (SGI Altrix ICE) and Jade (Cray XT4).

### Microarray design

All contig and singlet sequences with significant BLASTx matches (E > 10^− 5^) were submitted to eArray (https://earray.chem.agilent.com/earray/, Agilent Technologies) for microarray probe development where two unique probes were generated for each transcript sequence target. All probes flagged for potential cross-hybridization to another probe were removed from the probe set. The remaining probes were sorted by the E-value corresponding to each target sequence and the 30 K probes with the lowest E-value scores were printed on the microarray in duplicate for a total of 60 K probes per microarray. The Agilent 8 × 60 K, 2 μm feature size microarray platform was used for transcript expression assays (Agilent Technologies).

### Microarray hybridizations

The Agilent One-Color Microarray Hybridization protocol (Agilent Technologies) was utilized for microarray hybridizations following manufacturer’s recommendations and 500 ng of total RNA extracted from liver tissues in each individual lizard replicate. Six replicates were hybridized to microarrays for each treatment combination represented in the three stressor-combination exposures. The six replicates were selected at random from the 10 total lizards per treatment from McFarland et al. [1] using a random number generator. Randomized block designs were utilized to eliminate the potential for batch effects among two temporally separated microarray hybridization events. Three of the six total biological replicates for each treatment were randomly assigned to one of two blocks using a random number generator. Some microarray hybridizations were compromised and were not included in the microarray analysis, however all treatments included a minimum of four replicates where all but one treatment included five or six replicates total (Fig. 1).

**Fig. 1:**
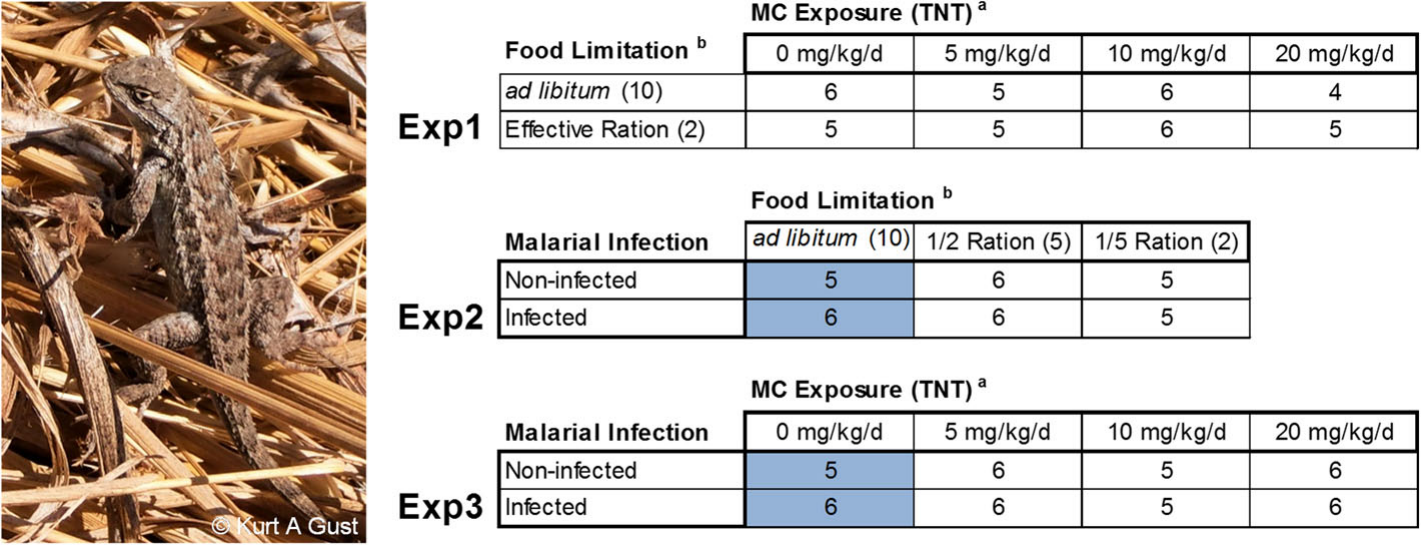
Experimental designs for microarray experiments across the three single/combined-stressor exposures in the Western fence lizard (*Sceloporus occidentalis*). Numbers within each cell represent the number of biological replicate microarray hybridizations contributing to the overall microarray analysis in the exposure matrix. Cells highlighted in gray represent microarrays hybridized using the same biological replicates for corresponding treatments across Exposure 2 and Exposure 3. Exp1, Exp2 and Exp3 represent Exposure 1, Exposure 2 and Exposure 3, respectively

### Microarray analysis

An Agilent Technologies, High-Resolution Microarray Scanner (Model G2505C, Agilent Technologies, Santa Clara, CA, USA) was used to scan microarray images at 2 μm resolution. Data were extracted using Agilent Feature Extraction software, version 9.5.1 (Agilent Technologies). Internal control spots were analyzed to confirm that signal data was within the linear range of detection. GeneSpring version GX 11.0.2 (Agilent Technologies) was used to normalize data using quantile normalization followed by baseline transformation to the median of all samples. Statistical analysis was performed using GeneSpring where two-way ANOVA (*p* ≤ 0.05) with Benjamini-Hochberg multiple-testing correction and 1.5 fold-change cutoff was used to identify differentially expressed transcripts. Principal components analysis and hierarchical clustering analysis for transcripts with significant differential expression were conducted using GeneSpring and Multi-Experiment Viewer software version 4.9 [23], respectively.

### Annotation enrichment

The database for annotation, visualization and integrated discovery (DAVID), version 6, [19] was used to derive significantly enriched annotation clusters for gene-transcripts that had significant differential expression. The WFL annotations connected to the microarray served as the “background” transcriptome. The annotation clusters included gene ontology, canonical pathway and protein motif annotations, which provided an integrated suite of classifications within each significant cluster. Annotation cluster enrichment was calculated as the geometric mean of all the enrichment *P*-values (Expression Analysis Systematic Explorer, EASE scores) for each annotation term associated with the gene members in the group where higher composite enrichment scores represent greater enrichment of the cluster function [19]. The significant annotation clusters were used to posit categorical matches to summary exposure-responses as well as matches to the toxicological observed phenotypes first described in McFarland et al. [1].

### Expression – Phenotypes correlation analysis

Correlation analysis was employed as a means to integrate transcriptional gene expression data derived from the multiple-stressor exposures to the toxicological phenotypes observed in McFarland et al. [1]. The transcript expression and phenotype data were standardized (i.e. z-scores defined as ratio of difference with mean to standard deviation) before computing pairwise Pearson’s correlation metric. To correlate differentially expressed clusters with phenotypes, a representative eigen gene for each cluster, defined as the first principal component of each cluster was computed using the ‘*moduleEigengenes*’ function in weighted gene co-expression network analysis (WGCNA) R package [24].

### Reverse-transcriptase quantitative polymerase chain reaction (RT-qPCR)

Microarray results were validated using RT-qPCR of 41 transcripts of importance across the three exposures in addition to the 18S ribosomal RNA (rRNA) for Eastern fence lizard, *Sceloporus undulatus* (Additional file 1: Table S1) which was used as a control/housekeeping reference gene. DNase- (Qiagen, Valencia, CA, USA) treated total RNA from all biological replicates previously used in microarray hybridizations were examined by RT-qPCR. Briefly, 500 ng of total RNA was reverse transcribed into cDNA in a 6.3 μL reaction containing 250 ng of random primers and SuperScript III reverse transcriptase (Invitrogen, Carlsbad, CA), following the manufacturer’s protocol. RT-qPCR was performed using an Applied Biosystems (ABI) Prism 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA). Cycling parameters for cDNA amplification were 95 °C for 15 min, 40 cycles of 95 °C for 15 s, and 60 °C for 1 min. RT-qPCR data was analyzed with SDS 2.2 software package (Applied Biosystems, Foster City, CA) using the ΔΔCT method to quantify results as recommended by the developer. Primer melt curves were conducted after RT-qPCR. Primer sets that did not have a single conserved melt peak were discarded. Fold change values (log_2_) were calculated using relative quantification results where values represent transcript expression in stressor treatments relative to controls. The 95% confidence interval (95% C.I.) was calculated around the mean relative expression for each treatment. Confidence intervals that did not include unity were considered differentially expressed relative to controls [17]. Additionally, linear-regression analysis was conducted comparing transcript expression from microarray analysis versus RT-qPCR to determine correlations among expression assessment methods using SigmaPlot (v13.0, Systat Inc. San Jose, California).

## Results

### cDNA library sequencing, annotation and microarray

The sequencing effort produced over 328 million base calls for the WFL in 928,780 sequence reads. Average sequence read length for WFL was 354 bases. The sequence data set was clustered, assembled and annotated with protein-coding information. A total of 928,759 expressed sequence tags (ESTs) were generated from the 928,780 total DNA sequences after removing control sequences. In all, 53,897 contigs and 5065 singlets totaling 58,962 unigenes were identified. Among the unigenes, 33 to 44% of singlets and contigs were annotated for protein-coding potential via homology-based annotation against NCBI NR.aa and Refseq, and EMBL-EBI UniProt-SwissProt, Uniref90, and Uniref100 protein sequence reference databases (Additional file 1: Table S2). Significant annotation matches for Refseq (proteins) identified homologous matches to 175 different species with the most matches to the *Gallus* (5596), *Taeniopygia* (3197), and *Monodelphis* genuses (1814), and 184 orthologous matches to existing *S. occidentalis* RefSeq annotations (see RefSeq protein annotations in Additional file 1: Table S3).

### Microarray results overview

Significant differential transcript expression was observed for individual stressors and in the pair-wise stressor combinations for all experimental exposures (Exposures 1–3, Additional file 1: Table S4A-C). 

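The measurements behind the passages on Exposure 2 are 33 one-color hybridizations of liver RNA, 1 lizard on each array, in which malaria infection was crossed with food level. There were 5 non-infected and 6 infected lizards fed ad libitum (10 crickets daily), 6 non-infected and 6 infected lizards on a 1/2 ration (5 crickets daily), and 5 non-infected and 5 infected lizards on a 1/5 ration (2 crickets daily). The arrays of Exposures 1 and 3 were not analysed here. Each array carried 30000 probes for 15390 contigs or singlets of the WFL transcriptome, and each probe was printed in 2 copies. The authors extracted each spot with Agilent Feature Extraction and deposited its background-subtracted processed signal, an intensity on a linear scale that was not normalized between arrays. The file headers give a later software version than the methods and a scan resolution of 3 μm, where the methods give 2 μm, and the values used are those of the files. Between 56.8% and 99.8% of the spots of an array were marked as well above background, and the median signal of an array lay between 95.8 and 592 units. The number of arrays limits the precision of every comparison.

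From these signals, log2 values were computed, quantile-normalized over the 33 arrays as the methods state, and averaged over the 2 copies of a probe after spots marked as non-uniform were left out. Probes well above background on at least 5 arrays were kept, and 104 of them with both copies marked on an array were left out, so that 29150 probes for 15258 contigs with 10619 different descriptions were tested. The effects of malaria, diet and their interaction, and each contrast of groups, were tested two-sided with limma on 6 group means. A probe was past the threshold when its Benjamini-Hochberg adjusted p was 0.05 or less and it changed at least 1.5-fold in at least 1 of the 5 comparisons with non-infected lizards fed ad libitum, or in the contrast itself for a contrast of groups. For a named contig, the values are means of its 2 probes, with the adjusted p of limma over the 15258 contigs, and whether it was past the threshold is given by probe. A table of the authors' own processed values for the same arrays equals a shift of each array to its 75th percentile, centred on the median over arrays, within 0.01 for 100% of the values, and a quantile normalization for 7.18%. It was used as an alternative.

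The scan times of the arrays fall into 2 separate events on 3 scan days, and the arrays lie on 11 slides. The methods state that the replicates of each treatment were split at random between 2 hybridization blocks. In the files, all 5 non-infected and all 6 infected ad libitum arrays were scanned in the later event, all 6 non-infected arrays of the 1/2 ration in the earlier event, and the arrays of the remaining 3 groups in both. Scan events need not be the hybridization blocks. A difference between the 1/2 ration and ad libitum in non-infected lizards can therefore be separated from a difference between the events only through the groups scanned in both.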

The microarray data is available at the Gene Expression Omnibus website (GEO, ID# GSE116026: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116026). 

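In Exposure 2, the malaria effect had 120 probes past the threshold, from 80 contigs with 73 different descriptions, and the diet effect had 4 probes from 4 contigs. No probe was past both thresholds in limma, and none in the methods' two-way test, although 1563 probes had an unadjusted p under 0.05 for malaria and 3061 for diet. If no probe changed, a share of 0.05 of the probes tested would be expected under 0.05, which the malaria count exceeds only slightly. The same share applies to each later count of this kind. When probes were instead called at an unadjusted p under 0.01 with a 1.5-fold change, 26 were shared between 467 malaria and 784 diet probes, but both lists pass the same fold filter in the same 5 comparisons with 1 control group and most contigs count through 2 probes, so this number says nothing about sharing beyond chance.

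Over all 29150 probes, without choosing them by the tests, infection accounted for 3.07% of the variance between the 33 arrays (permutation test with 100000 permutations, one-sided, p = 0.376) and diet for 8.33% (p = 0.116). In the same permutation test, the slide accounted for 46.6% (p = 0.00901) and the scan event for 5.37% (p = 0.0661). The shares cannot be set side by side, since a factor with more levels, such as the 11 slides, takes up more variance by chance. With 3 arrays of low correlation left out, the slide accounted for 44.4%, where permuted slides gave a median of 30.8%. With permutations only within slides, p was 0.32 for infection and 0.827 for diet, and within scan events 0.376 and 0.249. After a 75th percentile shift in place of quantile normalization, infection accounted for 2.08% (permutation p = 0.616) and diet for 8.92% (permutation p = 0.151). The first 3 principal components of all probes held 34.3%, 9.7% and 5.9% of the variance.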

Differentially expressed transcript sets tended to be unique to each stressor type and for the pair-wise stressor combinations (Fig. 2a), and principal component analysis showed discrete separation by stressor type where replicates for each treatment-level tended to cluster together (Additional file 2: Figure S1). Hierarchical clustering analysis of differentially expressed transcripts indicated sorting by TNT dose regardless of the diet restriction treatment in Exposure 1, whereas expression sorted by malaria infection regardless of food restriction in Exposure 2, and in Exposure 3 expression for the malaria-only treatment sorted separately relative to all TNT exposures in malaria infected or non-infected states (Fig. 2b). 

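For Exposure 2, the log2 fold changes of the 5 other groups relative to non-infected ad libitum lizards were clustered by Pearson correlation and average linkage over the 124 probes past a malaria or diet threshold, 120 of which were called for malaria. The infected groups on the 1/2 and 1/5 rations joined first, at a correlation of 0.88, and the infected ad libitum group joined them at 0.81. The non-infected groups on the 1/2 and 1/5 rations joined each other at 0.76, and the infected and non-infected branches met at 0.67. These correlations are across probes, which are not independent replicates, and all 5 comparisons share a control group. Simulated groups without any change, set against the same control, gave mean correlations between 0.47 and 0.56. The mean correlation of the 4 pairs alike in infection was 0.14 higher than that of the 6 unlike pairs. Since 120 of the 124 probes were chosen for an infection effect and the simulated groups were not chosen in that way, grouping by infection is built into this set of probes and is not tested by it. Over all 29150 probes the order was another: the non-infected 1/2 and 1/5 ration groups joined first at 0.83, followed by infected 1/2 ration at 0.74, infected 1/5 ration at 0.57 and infected ad libitum at 0.55, and the difference between alike and unlike pairs was 0.02.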

Given the intentional semi-redundancy of the experimental design where each individual stressor (TNT exposure, food limitation and malaria infection) was investigated in two unique exposures (Fig. 1), we were also able to assess the reproducibility of expression patterns for each stressor. The conservation of differentially expressed transcript sets for each stressor among exposures were 6, 25 and 62% in food restriction, TNT exposure, and malaria infection treatments, respectively (Fig. 2c). Comparison of fold changes for transcripts differentially expressed in common among the repeated experimental trials demonstrated positive correlations further establishing reproducibility in the direction and magnitude of transcriptomic expression for the TNT and malaria exposures (Fig. 2d). Overall, the results of the repeated experimental trials for the individual food restriction, TNT dosing, and malaria infection treatments indicated that the general stressor (food restriction) generated a less repeatable transcriptomic response than the stressors with more specific mechanisms of action (TNT and malaria).

**Fig. 2:**
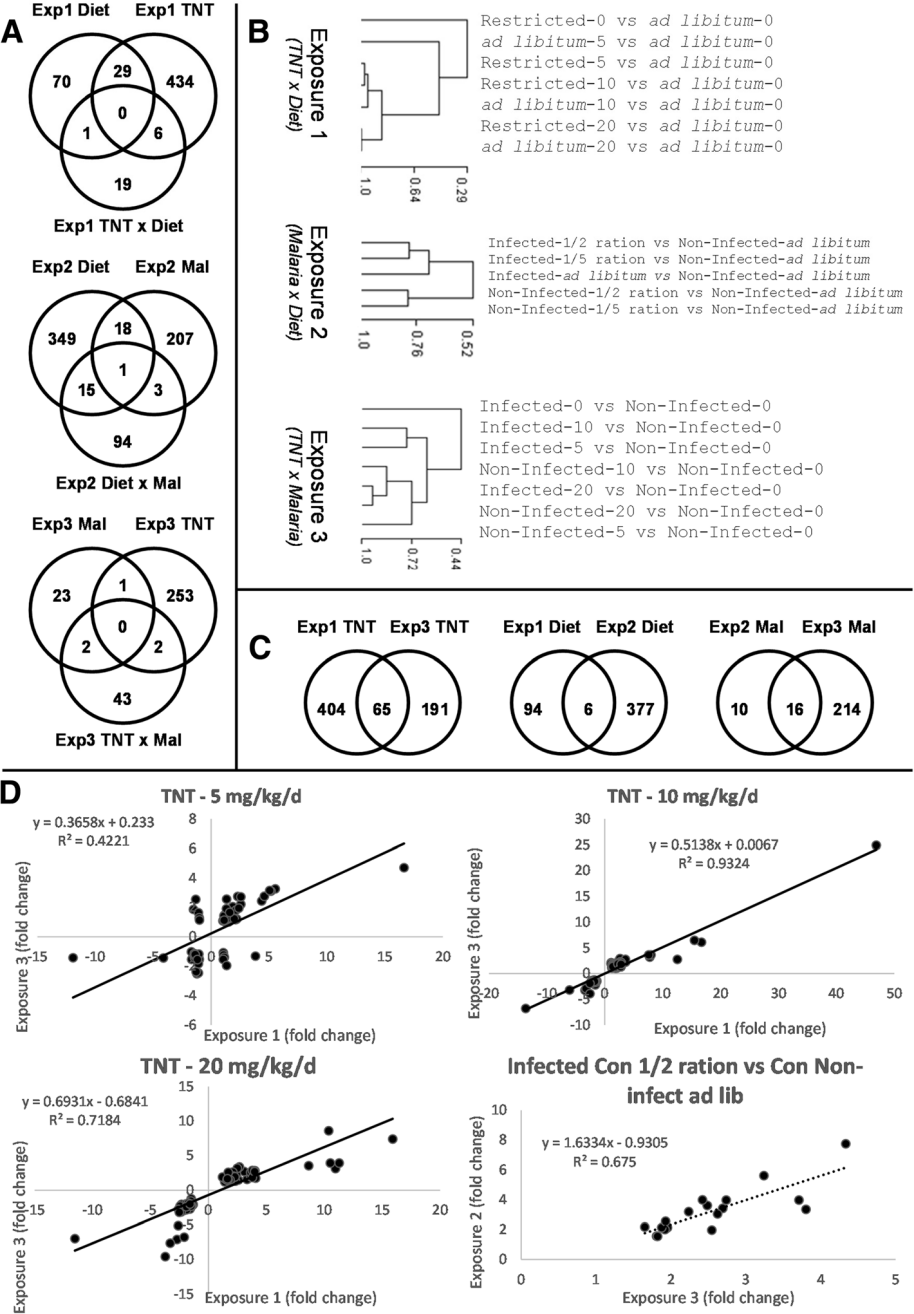
Summary results for microarray analyses. Venn diagrams in panel (**a**) display the differentially expressed transcripts found in common among treatments based on matching RefSeq Accession IDs. Hierarchical clustering analyses (**b**) identifed relationships based on significant differential transcript expression among treatment combinations for each exposure. Transcripts differentially expressed in common among repeated experimental exposures (**c**) and correlations in expression among these transcripts (**d**) provided opportunities for assessing reproducibility of experimental results. Note that no correlation was calculated for Diet given that only two targets were found in common. Key for Venn Diagrams: Exp = Exposures 1–3, Diet = food level, and Mal = malaria treatment. For hierarchical clustering analysis: infected = malaria infection, restricted = restricted diet and the values 0, 5, 10 and 20 = TNT dosing levels in mg/kg-d

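In Exposure 2, the malaria infection x diet interaction had 0 of 29150 probes past the threshold in limma's moderated F test, with 1280 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.695. These 1280 are fewer than the share of 0.05 that unchanged probes would give on average. The methods' two-way test on the same values also gave 0. Among the alternative settings, an unadjusted p under 0.01 with a 1.5-fold change gave 179 probes with 136 descriptions, and the other settings gave 0. Without the fold change, 229 probes had a p under 0.01, which is also fewer than the share of 0.01 for unchanged probes. The contrast between the infection effect of both rations and that of ad libitum lizards had 0 probes past the threshold in limma and 1018 at an unadjusted p under 0.05. That count, too, is under the share of 0.05. In data simulated from these arrays, with an interaction added to 200 of the 29150 probes, 46% of the changed probes were called at a log2 change of 2 and 0% at a log2 change of 1.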

Statistical interactions among stressors were observed in all exposures where higher proportions of significant transcripts were observed for the malaria infection x diet interaction and the malaria x TNT interaction relative to the number found for TNT x diet (Fig. 2a). 

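At an unadjusted p under 0.01 with a 1.5-fold change, the setting that called any interaction probe, 1 of the 179 interaction probes was also among the 467 malaria probes. With the 784 diet probes, 23 interaction probes were shared. Chance would give 2.87 probes shared with malaria and 4.81 with diet if the lists and probes were independent. The lists pass the same fold filter in the same 5 comparisons with 1 control group, and most contigs count through 2 probes. They are thus not independent, and the comparison with chance decides nothing about sharing.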

The transcripts differentially expressed in response to the stressor interactions tended to be unique relative to those affected by the individual stressors (Fig. 2a). Expression for these transcripts showed divergent patterns across stressor series where hierarchical clustering analysis of composite expression sets indicated the interaction effects outweighed the response of any single stressor (Additional file 2: Figure S2). In addition to transcripts identified by statistical interactions among stressors, binary effects combinations of individual stressors on transcriptional expression were also considered when developing the functional interpretations for combined-stressor effects (see Discussion).

### Annotation enrichment

Significantly enriched annotation clusters were examined across the three exposures to provide a functional characterization of treatment effects (Table 1 and Additional file 1: Tables S5 and S6). Examination of the most statistically significant enriched clusters within Exposure 1 indicated that TNT effected transcription of genes involved in proteolysis, carbohydrate biosynthesis, lipid metabolism, glycolysis, and hemostasis (Table 1). The food limitation treatment primarily affected genes involved in the mitochondrial cellular component and calcium and cation binding. 

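All 120 probes past the malaria threshold had higher signals in infected than in non-infected lizards averaged over the 3 diets, the smallest adjusted p in limma was 2.42e-06, and 1563 probes had an unadjusted p under 0.05. Among the alternative settings, slide as a fixed block moved this count most as a ratio, to 21 probes. An unadjusted p under 0.01 with a 1.5-fold change raised it to 467, of which 411 were higher in infected lizards. With the mean level of 16 red blood cell transcripts as a covariate, a fit outside these settings, 3 probes were past the threshold. In the earlier scan event, with 15 arrays of the 1/2 and 1/5 rations, all 120 probes were higher in infected lizards with a median log2 change of 1.56. In the later event, with 18 arrays, the diets that held infected and non-infected lizards were ad libitum and the 1/5 ration, and all 120 were again higher, with a median of 0.94. The 120 probes were chosen for their change on these same arrays, so their direction within an event is not a separate test. Within either event alone, 0 probes passed the threshold in limma, with 2127 and 1066 at an unadjusted p under 0.05.

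Transcripts were grouped into 10 sets by words in their descriptions that follow the cluster names of Table 1, since the DAVID annotation was not used here, and the sets were tested with camera in limma at a preset correlation of 0.01, adjusted over the 70 tests of 10 sets in 7 contrasts. The T cell and leukocyte set held 111 descriptions, which covers T cells, lymphocytes, immunoglobulins, interleukins, interferons and the major histocompatibility complex. Its median log2 change was 0.09 and its mean 0.26, 61.3% of its members were higher in infected lizards, and the median of the other descriptions was 0 (camera in limma, adjusted p = 4.81e-06). This call held under fry (adjusted p = 0.000806) and with an estimated correlation (0.00606). The set held 10 of the 73 descriptions past the malaria threshold, where 0.763 were expected by chance (Fisher's exact test, one-sided, adjusted p = 7.4e-08). The apoptosis set of 46 descriptions had a median change of 0.1 (adjusted p = 0.0149), which did not hold under fry (0.182) or an estimated correlation (0.535).

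**Figure D1:**
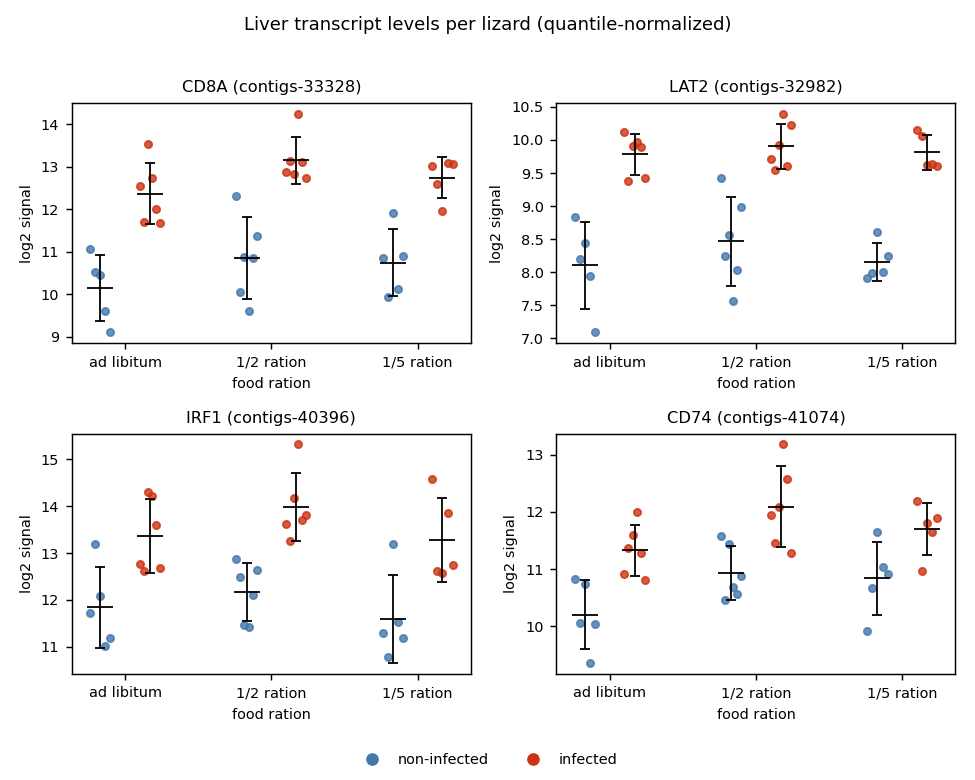
Quantile-normalized log2 signal of CD8A, LAT2, IRF1 and CD74 in the liver of each lizard, by food ration and infection. Points are lizards, and bars are the mean and SD of the 5 or 6 lizards of a group. In each panel the mean of the infected group lies above that of the non-infected group on every ration, by 1.43 to 1.68 for LAT2.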

The malaria infection treatment within Exposure 2 caused significantly increased expression of genes involved in a broad suite of immune responses including positive regulation of T cells, lymphocyte activation, leukocyte activation, immunoglobulin signaling and programmed cell death (Table 1, Fig. 3). Additionally, zinc finger binding elements that can act as immune response regulators [25] were enriched in the malaria infection treatment. 

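By the words in their descriptions, 80 transcripts were grouped as RING zinc fingers and 202 as C2H2 and other zinc fingers. Their median log2 changes with malaria infection were 0.05 and 0.04, with 56.2% and 59.4% of the members higher in infected lizards. The adjusted p in camera was 0.722 for the RING set and 0.165 for the C2H2 set, under fry 0.662 and 0.277, and with an estimated correlation 0.839 and 0.673. None of the 73 descriptions past the malaria threshold belonged to either set, where 0.55 and 1.39 were expected by chance.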

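In Exposure 2, the diet effect had 4 of 29150 probes past the threshold in limma's moderated F test, all lower on the rations than ad libitum, and 3061 at an unadjusted p under 0.05. Since they are 5 or fewer they are named, after their values were seen in limma: a transcript similar to a ring finger protein (contigs-4098, log2 change of both rations relative to ad libitum negative 1.39, adjusted p = 0.00983), one similar to scavenger receptor class B member 1 (singlet-2244, negative 1.82, adjusted p = 0.0452), a solute carrier organic anion transporter family member (contigs-32251, negative 1, adjusted p = 0.0452) and mitochondrial elongation factor Tu (contigs-46678, negative 0.6, adjusted p = 0.0452), each by 1 of its probes, whose values these are. The means of both probes of a contig were, in this order, negative 1.11 (adjusted p = 0.0394 in limma over contigs), negative 1.45 (0.0467), negative 0.7 (0.316) and negative 0.58 (0.0475), and the second probes had adjusted p values of 0.203, 0.0837, 0.802 and 0.129 in limma. The called probe of contigs-32251 was well above background on 9 of 33 arrays, so its change is in large part one of signals near background. The level of elongation factor Tu was below the median of the ad libitum lizards of the same infection state in 22 of 22 food-limited lizards. The count moved to 784 probes at an unadjusted p under 0.01 with a 1.5-fold change, 73 in the methods' two-way test, and 0 with scan event or slide as a block. After a 75th percentile shift and in the authors' table it was also 4, but 2 of these were higher and 2 lower, and 1 was shared with the 4 above. A single array decided this count, which was 1 in most fits with 1 array left out, 0 without replicate 3 of the non-infected ad libitum group and 75 without replicate 6 of the infected ad libitum group. In the later scan event, where the 1/5 ration and ad libitum can be compared, 0 probes passed the threshold in limma and 1286 had an unadjusted p under 0.05.

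The mitochondrion set held 226 descriptions. On the 1/2 ration their median log2 change relative to ad libitum was negative 0.09, with 38.9% higher, where the median of the other descriptions was negative 0.02 (camera in limma, adjusted p = 0.0909). On the 1/5 ration the median was 0.01 and the mean negative 0.01 (camera in limma, adjusted p = 0.908). A 75th percentile shift brought the adjusted p of the 1/2 ration to 0.000374, and fry and an estimated correlation gave 0.628 and 0.839. Without replicate 3 of the non-infected ad libitum group it was 0.029.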

As was observed in Exposure 1, food limitation in Exposure 2 caused significant enrichment of transcripts involved in mitochondrial function. Additionally, in Exposure 2, enrichment of endoplasmic reticulum membrane and organelle lumen space was observed along with effects on cofactor binding and plasma lipoproteins indicating changes in lipid metabolism (Table 1). 

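The oxidoreductase and cofactor set held 301 descriptions, whose median log2 change on the 1/2 ration was negative 0.11, with 35.2% of them higher than ad libitum (camera in limma, adjusted p = 0.0147). This call did not hold under fry (0.182) or an estimated correlation (0.673), and without replicate 4 of the infected 1/2 ration group the adjusted p was 0.0501. On the 1/5 ration the median was negative 0.04 (limma, adjusted p = 0.634). The lipoprotein set held 28 descriptions with a median of negative 0.06 and a mean of negative 0.01 on the 1/2 ration (limma, adjusted p = 0.888), and a median of negative 0.07 but a mean of 0.08 on the 1/5 ration (adjusted p = 0.906). For the 18 descriptions of the endoplasmic reticulum set, the median was 0.03 on the 1/2 ration and negative 0.01 on the 1/5 ration, with an adjusted p of 0.906 for each.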

The malaria infection x food limitation treatment interaction caused significant enrichment of zinc ion binding processes. 

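For the malaria infection x food limitation combination, the infection effect averaged over both rations minus that in ad libitum lizards had a median log2 value of 0.07 over the C2H2 and other zinc finger set (camera in limma, adjusted p = 0.658) and 0.12 over the RING zinc finger set (adjusted p = 0.855), where the median of the other descriptions was 0.03. Under fry the adjusted p was 0.664 for both sets.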

Finally, in Exposure 3, TNT dosing caused enrichment of transcripts involved in proteolysis, as was observed in Exposure 1, in addition to enrichment of transcripts involved in ribonucleoprotein function, homeostatic processes, and vesicle-mediated transport. Curiously, no significantly enriched clusters were observed for the malaria infection treatment in Exposure 3, and there were no clusters in the TNT x malaria infection treatment interaction (Table 1). The TNT treatment tended to dominate the overall expression profile within Exposure 3 (Fig. 2c), thus it is likely that the malaria responses were masked by the response to TNT where the TNT insult received physiological priority in the multi-stressor complex. Transcript expression patterns for all top clusters are provided in Fig. 3, which can be cross referenced against Table 1 for general functions and against Additional file 1: Table S6 for specific gene identities, significance-level within treatments, and expression values. 

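Compared within each diet, infected lizards differed from non-infected lizards in 2 probes ad libitum, both for LAT2, in 15 probes on the 1/2 ration, of which 14 were higher, and in 0 probes on the 1/5 ration in limma, where the methods' two-way test also gave 0. At an unadjusted p under 0.05 the counts were 1028, 2355 and 1470. On the 1/2 ration the count was 1 without replicate 3 or 4 of the infected group or without replicate 2, 3, 4 or 5 of the non-infected group, and 2 without replicate 5 of the infected group, so most of the arrays compared decide these calls. For the T cell and leukocyte set, the median log2 change with infection was 0.27 ad libitum (camera in limma, adjusted p = 1.37e-06), 0.08 on the 1/2 ration (0.08) and 0.11 on the 1/5 ration (0.0688). The call ad libitum held under fry (0.00785) and an estimated correlation (0.00562).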

Trends included dose-responsive increases in expression within protein catabolism clusters and widespread increases in expression across multiple immune-related clusters.

**Table 1:** Statistically enriched annotation clusters for each stressor exposure in the Western fence lizard (*Sceloporus occidentalis*) where top clusters are categorically matched to functions and toxicological phenotypes

Exposure 1 (TNT x Diet)						
Treatments	Significant Annotation Clusters	Cluster ID	Enrichment Score	Top Clusters - Enriched Function (Summary of Cluster Components)	Categorical Match 1 - Enriched Function Summary Response	Categorical Match 2 - Cluster to Toxicological Phenotype
TNT	18	C1	2.14	proteolysis, peptidase activity, serine hydrolase activity	Protein Catabolism	↓: ALB, GLOB, TP, & TS
		C2	1.74	carbohydrate biosynthesis processes	Carbohydrate Storage	↓ Body Weight
		C3	1.55	lipid transport, lipid localization, lipoprotein metabolism, extracellular	Lipid Metabolism	↓ Body Weight, ↑ Liver Wt.
		C4	1.42	glycolysis, carbohydrate catabolic process, glucose catabolic process	Carbohydrate to Cellular Energy	↓ Body Weight; ↓ Feeding
		C5	1.26	hemostasis, blood coagulation, wound healing, endopeptidase activity	RBC Retention & Wound Healing	↓: Hb, Hct, RBC & MCHC; ↑ spleen wt.
Diet	2	C1	1.12	mitochondrion, mitochondrial envelope	Cellular energy production	↓ Body Weight; ↓ Inguinal fat
		C2	0.51	calcium binding, cation binding, metal binding	Cell signaling	–
INI x Diet	0	–	–	–		
Exposure 2 (Malaria Infection x Diet)						
Malaria	9	C1	2.57	positive regulation of T cell, lymphocyte & leukocyte activation. Regulation of immune system process, regulation of programmed cell death	Immune Response	↑: WBC, Lympho, Mono; ↓ H/L
		C2	1.42	zinc finger - RING-type, zinc finger C3HC4 RING-type	Immune Response	↑: WBC, Lympho, Mono; ↓ H/L
		C3	1.10	zinc finger - C2H2, cation binding	Immune Response	↑: WBC, Lympho, Mono; ↓ H/L
		C4	1.02	apoptosis, programmed cell death	Immune Response	↑ WBCs
		C5	0.60	immunoglobulin-like, signal peptide	Immune Response	↑ WBCs
Diet	10	C1	1.14	cofactor binding, coenzyme binding, oxidation reduction	Electron Iransport, Energy Production	↓ Feeding; ↓: WBC, Lympho, H/L
		C2	1.04	plasma lipoprotein particle, protein-lipid complex, extracellular space	Lipid Metabolism	↓ Feeding; ↓: WBC, Lympho, H/L
		C3	0.86	endoplasmic reticulum membrane, endomembrane system	Cellular & endomembrane transport	–
		C4	0.80	mitochondrion, mitochondrial envelope	Cellular energy production	↓ Feeding; ↓: WBC, Lympho, H/L
		C5	0.54	organelle lumen, membrane-enclosed lumen - Nested in Mitrochnodria	Cellular energy production	↓ Feeding; ↓: WBC, Lympho, H/L
Malaria x Diet	1	C1	0.71	zinc ion binding, cation binding	Immune Response	Malaria: ↑ WBCs & Lympho; Diet: ↓ WBCs & Lympho
Exposure 3 (TNT x Malaria Infection)						
TNT	10	C1	1.54	ribonucleoprotein complex biogenesis, rRNA processing	Ribosomal Function	–
		C2	1.49	homeostatic process, membrane fraction	PPAR Signaling, Lipid Metab.	↓ Body Weight, ↑ Liver Wt.
		C3	1.15	vesicle-mediated transport, endocytosis	Intracellular transport, Immune Sys.	↑ WBCs
		C4	1.11	WD40 repeat, RNA processing, ribonucleoprotein complex	Transcriptional Reg., Signal Trans.	–
		C5	0.85	proteolysis, protein catabolic process, endopeptidase activity	Protein Catabolism	↓ Body Weight
Malaria	0	–	–	–		
TNT x iviaiaria	0	–	–	–		

The top clusters column provides representative biological processes, molecular functions, cellular components, canonical pathways and functional motifs within each enriched cluster (See Additional file 1: Tables S5 and S6 for full detail). The categorical matches to enriched function represent a summary response of the enriched annotation cluster. The categorical matches to toxicological phenotypes provide putative connections to toxicological observations summarized in Table 2 of McFarland et al. [1]

Key for Toxicological Phenotype Symbols: *ALB* = Albumin, *GLOB* = Globulin, *TP* = Total Protein, *TS* = Total Solids, *Hb* = Hemoglobin Concentration, *Hct* = Hematocrit, *RBC* = Red Blood Cell Concentration, *MCHC* = Mean Corpuscular Hemoglobin Concentration, *WBC* = White Blood Cell Concentration, *Lympho* = Lymphocyte Concentration, *Mono* = Monocyte Concentration, *H/L* = Heterophyl / Lymphocyte Ratio

**Fig. 3:**
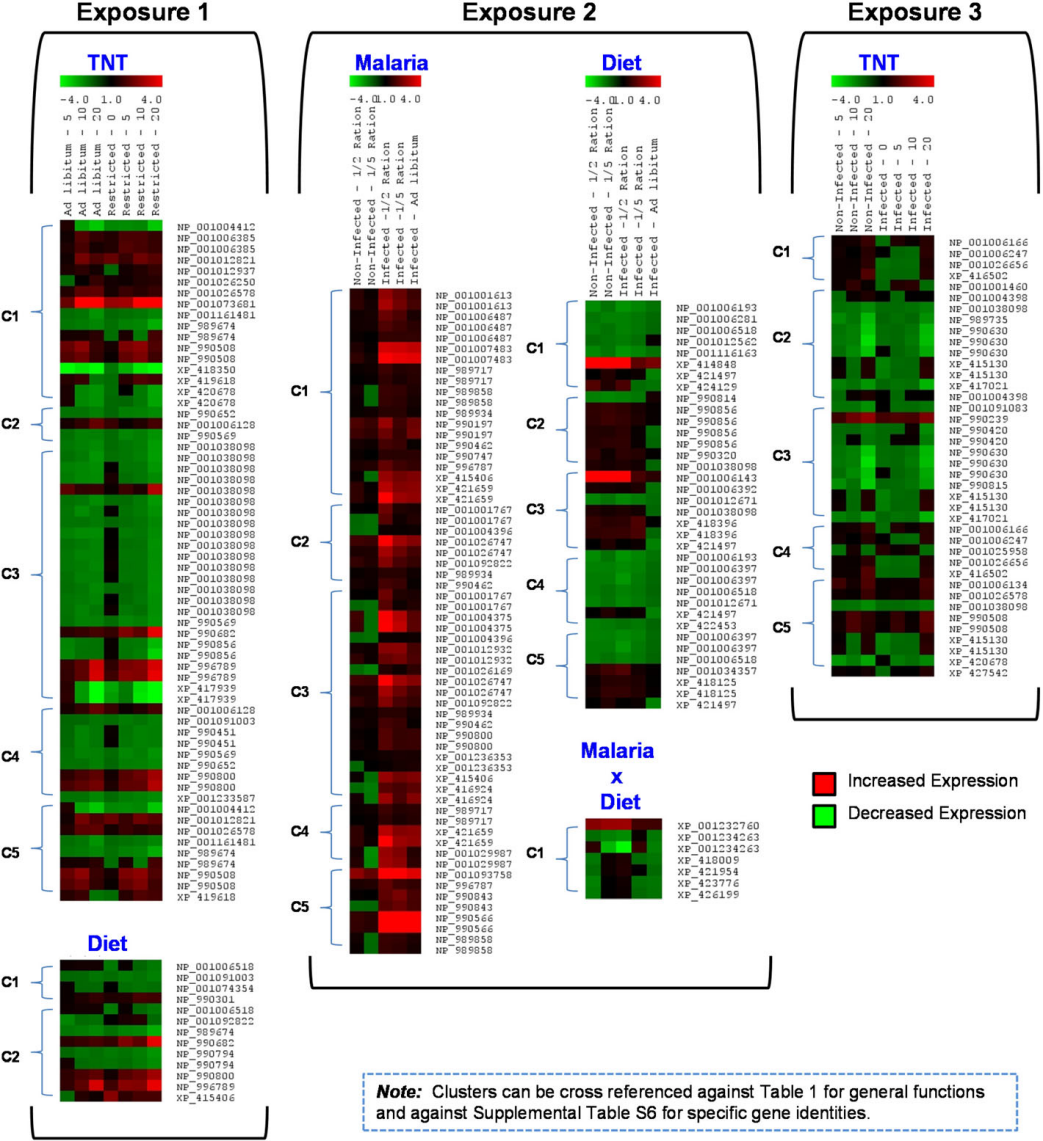
Transcript expression profiles for the significantly enriched annotation clusters (i.e. C1-C5). Significant clusters are mapped to each treatment for all exposures (See Fig. 1 for design). Clusters can be cross referenced against Table 1 for general functions and against Additional file 1: Table S6 for specific gene identities and expression values

### Co-expressed transcripts and phenotypes

The complete set of highly correlated (Pearson − 0.85 > *r* > 0.85) differentially expressed transcripts and toxicological phenotypes characterized in McFarland et al. [1] are provided in Additional file 1: Table S7. The analysis identified gene-to-phenotype connections for a variety of transcripts including those contributing to significantly enriched annotation clusters (Additional file 1: Table S8). Specific observations including positive correlations between expression of coagulation factor IX (NP_989,674.1) and cathepsin (NP_001161481.1) with hematological parameters including red blood cell count, hemoglobin concentration and hematocrit in exposure 1 (Fig. 4a). Additionally, a negative correlation between expression of Egl-9 family hypoxia inducible factor 3 (EGLN3, XP_421,233.2) transcripts with mean corpuscular hemoglobin concentration (MCHC) was observed (Fig. 4b) and positive dose-response relationships between TNT concentration and annexins expression were observed, regardless of feeding level (Fig. 4c). In Exposure 2, enriched annotation clusters including immune responses (Table 1) were positively correlated with expression of immune-related genes including CD74 molecule, major histocompatibility complex, class II (NP_001001613.1) and zinc finger E-box-binding homeobox 1 (NP_990462.1) with increased monocytes in response to malaria infection (Fig. 4d). Conversely, increased transcriptional expression of immune related genes was negatively correlated with testes size (Fig. 4e) suggesting potential bioenergetics tradeoffs between immune response and growth and illustrating the potential for complex integrated responses to stressors.

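Monocyte counts were not used here, so the relation to them was not computed. Zinc finger E-box-binding homeobox 1 (ZEB1) is represented by contigs-16142, whose log2 signal was higher by 0.24 in infected lizards (standard error 0.12, adjusted p = 0.948 in limma), and by contigs-51832, with a difference of 0.27 (standard error 0.09, adjusted p = 0.437). For each contig, 15 of 17 infected lizards had a level above the median of the non-infected lizards on the same diet.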

**Fig. 4:**
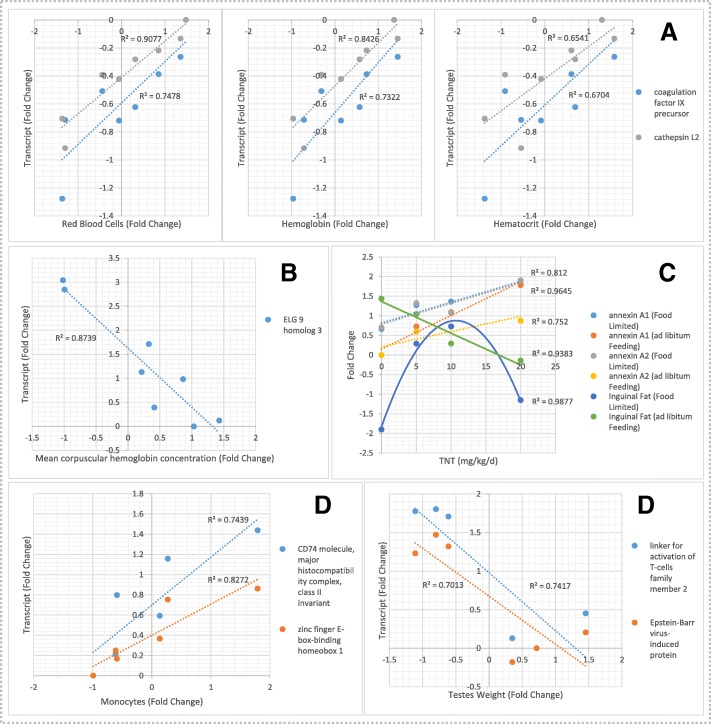
Relationships between differentially expressed gene transcripts identified within significant annotation clusters and toxicological phenotypes in the Western fence lizard. The plots represent selected relationships identified by correlation analysis (Additional file 1: Table S8) paired against expression of transcripts identified within significant annotation clusters (Additional file 1: Table S6). Toxicological phenotype data represented herein were significantly affected by the experimental exposures as described in McFarland et al. (2012) [1]

### RT-qPCR results

RT-qPCR target selection was conducted to maximize coverage of affected functions by prioritizing gene transcripts included in significantly enriched annotation clusters and highly correlated gene-phenotype pairs identified by correlation analysis (Additional file 1: Table S9). RT-qPCR validated 80, 78 and 75% of transcripts identified to have significant differential expression in microarray assays for Exposure 1, 2 and 3, respectively (Additional file 1: Table S9). Linear regression indicated significant positive correlations in transcript expression between the microarray and qPCR expression results (*p* < 0.001 for all exposures and R^2^ = 0.78, 0.62 and 0.60 for Exposure 1, 2 and 3, respectively). The concordance in results among the transcript expression quantification methodologies across the three exposures indicates that the microarray assays provided reliable transcript-expression data for the mechanistic exposure-effect results described herein.

## Discussion

This research effort has provided the first transcriptome characterization for the reptile species, *Sceloporus occidentalis*. The transcriptome characterization provided the foundation to investigate global transcriptomic responses to stressors related to climate change, (malaria infection), habitat degradation (food limitation), chemical contamination (TNT exposure) and the binary combinations of each. Each stressor induced unique changes in transcript expression as well as unique transcript expression profiles in binary stressor exposures (Fig. 2a). Interestingly, expression patterns for stressors having specific effects (i.e., malaria infection and TNT exposure) tended to have better reproducibility compared to the nonspecific stressor (food limitation, Fig. 2b). Statistically enriched annotation clusters and correlation of significant transcript sets to toxicological phenotypes indicated potential for impacts on unique biological functions among stressor treatments (Table 1, Fig. 3 and Fig. 4). Functional interpretation of these results can provide important inferences to the mechanistic effects of the individual stressors and stressor combinations. Important putative gene-phenotype connections are summarized in Table 2. Key examples included decreased expression of transcripts coding for genes involved in lipid metabolism in TNT exposures (Table 1, Fig. 3, Additional file 1: Table S6), a characteristic response to nitrotoluenes [18], and increased expression of transcripts coding a broad suite of elements involved in the immune response in the malaria treatment (Table 1, Fig. 3, Additional file 1: Table S6). Additionally, stressor combinations such as TNT exposure and food limitation showed transcriptional expression indicative of impaired lipid transport / metabolism causing complex effects on growth, while TNT exposure combined with malaria infection showed potential for enhanced immune activation (Fig. 3, Additional file 1: Table S6 and discussed below). In the following discussion, further attention is given to describing the *S. occidentalis* transcriptome, the mechanistic connections to both individual and combined stressors, and the implications of multiple stressor exposures in this representative lizard model species.

**Table 2:** Summary of stressor phenotypes from McFarland et al. [1] putatively matched to corresponding differentially expressed transcripts. Explanation of matches are provided in the Discussion text

Stressor Phenotype	Transcriptional			Gene
	Expression	Gene Transcript	Accession #	Symbol
Effects of TNT Exposure				
*Effects on Blood Homeostasis:*				
Decreased mean corpuscular hemoglobin concentration (MCHC)	Increased	ELG 9 homolog 3	XP-421233.2	E3LN3
Anemia (Decreased RBCs)	Increased	hemoglobin alpha, adult chain 2	NP-037228	Hba1
	Increased	hemoglobin subunit alpha-D	NP-001004375	HBAD
	Increased	erythrocyte membrane protein band 4.1-like 2	XP-002192849	
	Decreased	coagulation factor IX	NP-989674.1	F9
	Increased	cathepsin D precursor	NP-990508	CTSD
	Increased	chitotriosidase	XP-001518594	
*Energy Metabolism and Body Weight:*				
Hormesis - Increase in low TNT; decreased at high TNT	Decreased	apolipoprotein A-I precursor	NP-990856.1	APOA1
	Decreased	apolipoprotein A-V	XP-417939.2	APOA5
	Decreased	apolipoprotein B	NP-001038098.1	APOB
	Increased	chitotriosidase	XP-001518594	
	Increased	pyruvate kinase	NP-990800.1	FKM
	Increased	glucose phosphate isomerase	NP-001006128.1	GPI
	Increased	ubiquitin carboxyl-terminal esterase L1	NP-001073681.1	UCHL1
	Increased	ubiquitin specific protease 4	NP-001006134.1	USP4
	Increased	CNDP dipeptidase 2	NP-001006385.1	CNDP2
	Increased	peroxisome proliferative activated receptor y	XP-416082.2	
Effects of Malaria Infection				
*Immune Response:*				
Increased WBCs, Lymphocytes & Monocytes	Increased	major histocompatibility complex (MHC)	NP-032235.1	Mr1
Increased spleen size	Increased	CD74 molecule MHC class II invariant	NP-001001613.1	CD74
	Increased	T-cell co-stimulator	NP-001093758.1	ICOS
	Increased	linker for activation of T-cells family member 2	NP-001007483.1	LAT2
	Increased	T-cell surface glycoprotein CD3 epsilon chain precursor	NP-996787.1	CD3E
	Increased	glutathione peroxidase 1	NP-001130041.1	GPX1
	Increased	CD8 antigen alpha polypeptide	NP-990566.1	CD8A
	Increased	interferon regulatory factor 1	NP-001152868.1	Irf 1
	Increased	interferon regulatory factor 1 isoform a	XP-002188628.1	
	Increased	interferon-gamma-inducible p47 GTPase	XP-001377372.1	
	Increased	pyruvate kinase	NP-990800.1	PKM
	Increased	glucose-6-phosphate 1-dehydrogenase	NP-058702.1	G6pd
	Increased	interferon-gamma	XP-001377372.1	
	Increased	interleukin 2 receptor	NP-990197.1	BCL2A1
Effects of Food Limitation				
*Systemic Cellular Energy:*				
Decreased Body Weight	Decreased	NADH dehydrogenase: ubiquinone	NP-001006518.1	NDUFS1
Decreased inguinal fat, brain and testes weights	Decreased	short-chain acyl-CoA dehydrogenase	NP-001006193.1	ACADS
Decreased Albumin and Choleserol	Decreased	ATP synthase	XP-422453.1	ATPAF1
	Increased	peroxisome proliferator-activated receptor binding protein	XP-418125.2	MED1
	Increased	apolipoprotein A-I precursor	NP-990856.1	APOA1
*Immune Response:*				
Decreased WBCs, Lymphocytes, Eosinophils & Basophils	Generalized Responses	diminished energy and/or general stressor mediated decrements to standing immunity		
Interactive Effects -TNT and Food Limitation				
*Body Weight Change and Inguinal Fat Bodies*				
TNT-induced hormesis on body weight was abolished under food restriction.	TNT Increase (nullified)	annexin A1	NP-996789.1	ANXA1
	TNT Increase (nullified)	annexin A2	NP-990682.1	ANXA2
Reduced inguinal fat in food-restricted lizards was abolished by TNT exposure.	Decrease (enhanced)	apolipoprotein A-I precursor	NP-990856.1	APOA1
	Decrease (enhanced)	apolipoprotein B	NP-001038098.1	APOB
Interactive Effects - Malaria Infection and Food Limitation				
*WBCs /Immune Response* -				
Decreased WBCs & Lymphocytes under food limitation were	Increased (enhanced)	CD74 molecule MHC class II invariant	NP-001001613.1	CD74
increased up to *ad libitum *levels under malaria infection	Increased (enhanced)	T-cell co-stimulator	NP-001093758.1	ICOS
	Increased (enhanced)	linker for activation of T-cells family member 2	NP-001007483.1	LAT2
	Increased (enhanced)	T-cell surface glycoprotein CD3 epsilon chain precursor	NP-996787.1	CD3E
	Increased (enhanced)	CD8 antigen alpha polypeptide	NP-990566.1	CD8A
	Increased (enhanced)	interferon regulatory factor 1	NP-001152868.1	Irf 1
	Increased (enhanced)	interferon regulatory factor 1 isoform a	XP-002188628.1	
	Increased (enhanced)	interferon-gamma-inducible p47 GTPase	XP-001377372.1	
	Increased (enhanced)	interferon-gamma	XP-001377372.1	
	Increased (enhanced)	interleukin 2 receptor	NP-990197.1	BCL2A1
Interactive Effects - TNT and Malaria Infection				
*WBCs /Immune Response*				
Both TNT and Malaria caused increased WBCs	Increased (enhanced)	B-cell linker protein	NP-990239.1	BLNK
	Increased (enhanced)	T-cells family member 2	NP-001007483.1	LAT2
*Testes Size*				
TNT x Malaria reduce testes size nearly 70% - No testes expression, but systemic energy effects	Decreased	apolipoprotein A-I precursor	NP-990856.1	APOA1

### *Sceloporus occidentalis* transcriptome

Reptiles tend to be an under-represented taxonomic group in genome sequencing efforts. Transcriptome characterization for *S. occidentalis* provided 24,313 significant RefSeq (protein) annotation matches (Additional file 1: Table S3), representing a greatly expanded palette for transcriptomic investigations in this important ecological model species. The annotation matches indicated that *S. occidentalis* had the highest number of homologous transcript matches to two bird species, *Gallus gallus* (chicken) and *Taeniopygia guttata* (zebra finch, Additional file 1: Table S3). Molecular phylogeny has historically demonstrated close relationships among squamate reptiles and birds [26]. Given the intensive genome sequencing efforts for both *G. gallus* [27] and *T. glutta* [28] relative to any squamate reptiles, it is not surprising that there was high proportion of matches to these species. A primary assumption for the following discussion is ancestral orthology among gene transcripts for *S. occidentalis* and the species to which best transcript matches were identified. This assumption is best held for closely-related phylogenetic relatives of *S. occidentalis* and for genes with highly conserved functions. Overall, this transcriptome characterization provided considerable value for transcriptomic investigations in *S. occidentalis*.

### Effects of TNT exposure

#### Effects on blood homeostasis

Red blood cell lysis is a characteristic effect of TNT dosing in WFL [6] and was observed in the animals examined in the present genomics investigation [1]. Increased expression of Egl-9 family hypoxia inducible factor 3 (EGLN3, XP_421,233.2), a hypoxia inducible factor [29], was highly correlated with decreased mean corpuscular hemoglobin concentration (MCHC) in the lizards [1], Fig. 4b). Significantly increased transcriptional expression of the hemoglobin alpha, adult chain 2 (NP_037228) was observed at all TNT dosing levels regardless of the feeding treatment in Exposure 1 and in the 5 and 10 mg/L TNT doses in Exposure 1 for hemoglobin subunit alpha-D (NP_001004375, Additional file 1: Tables S4-A and S8). Functional hemoglobin is composed of two alpha and two beta hemoglobin subunits that allows efficient oxygen transport in red blood cells (RBCs) [30]. Increased hemoglobin expression is a likely response to TNT-induced decreases in hemoglobin concentrations [1] as a result of TNT-induced methemoglobinemia [31], as well as TNT-induced anemia [1] and possible hypoxia. Additionally, transcriptional expression for a gene involved in erythrocyte membrane protein band 4.1-like 2 (XP_002192849), a class of proteins involved in RBC cytoskeletal structure [32], was also increased (Additional file 1: Table S4-A). Taken together, these transcriptional observations are suggestive of increased erythropoiesis in TNT exposures in response to the TNT-induced RBC lysis and/or methemoglobinemia in the lizards [1].

Differentially expressed genes in liver were enriched in functions involved in blood coagulation and blood vessel repair (Table 1, Fig. 4a, Additional file 1: Table S6). For example, coagulation factor IX (NP_989,674.1), a blood clotting factor responsible for hemophilia B in humans [33], had decreased transcriptional expression in the 10 and 20 mg/kg/d exposures when combined with dietary restriction (Additional file 1: Table S6). Conversely, significantly increased transcriptional expression for cathepsin D precursor (NP_990,508) was observed for the 5 and 10 mg/L TNT doses in the *ad libitum* feeding group, the 5, 10 and 20 mg/L doses in the restricted diet feeding group, and in the 10 and 20 mg/L TNT doses for non-infected and malaria infected lizards from Exposure 3, respectively (Additional file 1: Table S6). Cathepsin D is a recognized proteolytic agent involved in initial wound healing responses [34]. TNT exposure has been observed to disrupt blood vessel integrity, where dermal exposure in earthworms elicited hemorrhaging [35]. The altered transcriptional expression of genes involved in coagulation and wound healing in response to TNT are indicators of potential hemostasis responses to protect RBC status where increasing expression of coagulation factor and cathepsin showed positive correlations with RBC count, hemoglobin concentration and hematocrit (Fig. 4a).

#### Energy metabolism and body weight

TNT exposures elicited complex effects on whole body weights in the WFLs causing a hormesis response [36] constituted by a biphasic dose-response of increasing body weight at low dose levels contrasted against decreased body weights at high doses in the present study and in previous TNT exposures [1, 6]. A variety of significantly enriched functions related to basal energy metabolism including carbohydrate, lipid, and protein metabolism were observed in both the Exposure 1 and Exposure 3 TNT-dosing assays (Table 1). Nitrotoluenes have been observed to initiate an adverse outcome pathway (AOP) leading to the adverse outcome (AO) of starvation-like weight loss ([18, 37], https://aopwiki.org/aops/6), which may have contributed to the weight loss in WFLs at high TNT dose levels. Impaired peroxisome proliferator-activated receptor α (PPARα) signaling represents a critical key event (KE) within the AOP causing decreased transcriptional expression of multiple genes that drive lipid catabolism and other pathways central to cellular energy regulation [37, 38]. The KEs ultimately lead to the weight loss AO, which has been observed in response to nitrotoluenes in multiple species (https://aopwiki.org/aops/6, [14, 17, 18, 37, 39]).

In accordance with the AOP, multiple PPARα-regulated transcripts (http://www.genome.jp/kegg-bin/show_pathway?hsa03320) showed dose-responsive decreases in expression in response to TNT including apolipoprotein A-I precursor (NP_990,856.1), apolipoprotein A-V (XP_417,939.2), and apolipoprotein B (NP_001038098.1; Additional file 1: Table S6 and S8). Apolipoproteins facilitate systemic lipid and cholesterol transport in support of lipid metabolism [40, 41]. As a result, decreased expression of apolipoproteins in response to TNT in the lizards is suggestive of decreased lipid transport and metabolism which could impair use of inguinal fat stores observed during dietary restriction alone [1]. Accumulation of lipids leading to fatty livers has been observed in fathead minnows exposed to 2,4-dinitrotoluene [42] and in rats exposed to various nitrotouenes [39]. Overall, the responses correspond to KEs within the weight loss AOP indicating diminished potential for energy production via lipid substrates in the TNT exposures. Further, chitotriosidase (Chit, XP_001518594) had significant positive dose-responsive increases in transcript expression in both Exposure 1 and Exposure 3 with fold changes as high as 252 at the highest TNT dose regardless of food limitation or malaria infection (Additional file 1: Table S4-A and S4-C). Dramatic increases in Chit expression have been observed in connection with lipid storage disorders and with a hematological disorder involving storage of erythrocyte membrane breakdown products [43]. Thus, Chit expression has potential value as a physiological marker for toxicological responses to TNT in WFL.

Similar to 60 d subchronic 2,6-dinitrotoluene dosing in Northern bobwhite [17] and 14 d 2,4-dinitrotoluene dosing in mice [18], TNT dosing in the WFLs elicited expression of transcripts in the glycolysis/gluconeogenesis pathway (http://www.genome.jp/kegg-bin/show_pathway?map00010) indicative of metabolic inertia toward cellular energy production versus storage. For example, pyruvate kinase (NP_990,800.1) transcript expression showed a positive dose-response relationship with TNT that was further increased by food limitation (Additional file 1: Tables S6 and S8). Pyruvate kinase is a critical negative-feedback regulator of glycolytic ATP production as well as substrate formation in the citric acid cycle [44], where increased transcriptional expression likely served as a mitigation response to low ATP concentrations and/or depleted pyruvate substrates for use in energy production. Additionally, glucose phosphate isomerase (NP_001006128.1) transcript expression showed a positive dose-response with TNT (Additional file 1: Tables S6), which is indicative of glucose processing for use as a feedstock in glycolysis [44]. These results are consistent with KEs within the weight loss AOP, where loss of energy production from lipid increases demands on alternative energy substrates, including carbohydrates.

Increased expression of gene transcripts involved in protein degradation were also observed in response to TNT in both Exposure 1 and Exposure 3 (Table 1, Additional file 1: Table S6), a response consistent with 2,6-dinitrotoluene exposures in Northern bobwhite [17]. Specifically, significant increases in ubiquitin carboxyl-terminal esterase L1 (NP_001073681.1), ubiquitin specific protease 4 (NP_001006134.1), and CNDP dipeptidase 2 (NP_001006385.1) transcript expression were observed in addition to increased expression for proteasome alpha 5 subunit, (NP_001026578.1, Additional file 1: Table S6 and S8). The proteasome is a molecular machine that catalyzes the degradation of the majority of proteins in cells [45]. Ubiquitin-protein conjugation is a critical mechanism for marking proteins for proteolysis via the proteasome [46]. Consistent with the weight loss AOP (https://aopwiki.org/aops/6, [37]), negative energy budgets due to inhibited lipid metabolism and depleted carbohydrate resources necessitates catabolism of structural protein to meet energy homeostasis. Loss of muscle mass [47] and overall body weight [18, 47] have been observed in birds and mice in response to nitrotoluene dosing, a response hypothesized and validated in mice to occur via the weight loss AOP [18]. The present observations of weight loss and concordant functional transcriptomic profile, strongly suggest that the weight loss of WFLs in response to TNT may occur via this AOP.

#### Hormesis response – Body weight

The hormesis response of increased body weight relative to controls in low-dose TNT exposures has the potential to be explained within the mechanistic components of the AOP for weight loss. Specifically, qPCR validated increases in peroxisome proliferative activated receptor gamma (PPARγ, XP_416,082.2) were observed at low and intermediate concentrations of TNT (Additional file 1: Tables S6 and S8). Increased transcriptional expression of PPARγ in mice has been observed as a compensatory response to PPARα knockout and in response to 2,4-dinitrotoluene dosing [18]. Thus, hormesis in the present study may result from compensatory increases in cellular energy production initiated through stimulation of alternative energy homeostatic signaling pathways such as increase PPARγ signaling.

### Effects of malaria infection

#### Immune response

To understand the immune response to malaria infection in WFL, it is important to have a basic understanding of the *Plasmodium* life cycle in the host. The phlebotomine sand fly (*Lutzomyia vexator*) is the typical vector which transmits the malarial disease agent *P. mexicanum* into WFL during blood feedings [48]. The plasmodium life cycle in mammalian hosts is succinctly summarized [49]; the majority of life cycle processes are analogous in lizards [50]. Briefly, the sporozoite generation of *Plasmodium* serves as the virulent agent transmitted to the vertebrate host which migrates into the blood where it ultimately infects hepatocytes. The sporozoites differentiate into mature liver-stage schizonts with thousands of uninucleated merozoites which are released into the bloodstream upon maturation and hepatocyte rupture. The merozoites infect developing red blood cells (reticulocytes), thus beginning the blood-stage infection. They mature into erythrocytic trophozoites that rupture red blood cells and release additional merozoites, inducing cyclic reticulocyte infection and symptoms of severe malaria in the host [49].

In the present study, the “immune response” to the malaria infection treatment was the most significantly enriched annotation cluster within this entire study (Table 1, Exposure 2, Additional file 1: Table S5) where increased transcriptional expression was predominant (Fig. 3, Additional file 1: Table S6) and qPCR validated (Additional file 1: Table S9). 

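The transcripts that the paper names for malaria infection with an accession are represented by 20 contigs and 40 probes in Exposure 2, and 39 of these probes had higher signals in infected lizards. Over all probes tested, 15 probes of 8 contigs were past the threshold in limma. Adjusted over the list alone, 30 probes had an adjusted p of 0.05 or less, which is not independent evidence, since the study chose the list on the same lizards. With slide as a fixed block, only the probes of CD8A and LAT2 among these contigs were past the threshold.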

Given the complexity of *Plasmodium* life cycle progression in the vertebrate host, it is not surprising that a variety of immune response processes are deployed to combat infection at each developmental stage [49], many of which were reflected as corresponding changes in transcriptional expression in WFL (Table 1).

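For the major histocompatibility complex, the accession named in the paper is that of MR1 (major histocompatibility complex, class I-related), whose description is given to 2 contigs of the array. The log2 signal of contigs-41511 was higher by 0.55 in infected lizards (standard error 0.17, adjusted p = 0.247 in limma), and 15 of 17 infected lizards were above the median of the non-infected lizards on their diet. That of contigs-52144 was higher by 1.29 (standard error 0.53, adjusted p = 0.686 in limma), in 14 of 17 infected lizards. No probe of either contig was past the threshold, and the unadjusted p of the 4 probes lay between 0.00325 and 0.026. Of 13 contigs described as major histocompatibility complex, these 2 included, 3 others had probes past the malaria threshold in limma, named after their values were seen: contigs-42665, similar to MHC class I related protein MR1B1 (higher by 1.55 in infected lizards, standard error 0.24, adjusted p = 0.000455 in limma), contigs-46817, similar to MHC class II DR alpha (1.08, standard error 0.22, adjusted p = 0.0101 in limma), and contigs-37818 of class I (0.82, standard error 0.15, adjusted p = 0.00331 in limma).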

Cellular-level immune responses indicative of malarial liver-stage hepatocyte infection characteristic in humans, including induction of the major histocompatibility complex (MHC) response [49] had increased transcriptional expression in the lizards (Additional file 1: Table S6). This included increased transcriptional expression of the CD74 molecule MHC class II invariant (NP_001001613.1, Additional file 1: Table S6) which in mammalian species enables presentation of foreign peptides on cell surfaces to flag infection for T-cell response [51, 52] and demonstrated positive correlations with monocyte counts (Fig. 4d). 

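The CD74 invariant chain is measured by contigs-41074 and contigs-41075. On contigs-41074 the log2 signal ad libitum was 11.33 ± 0.44 (SD, n = 6) in infected and 10.2 ± 0.6 (SD, n = 5) in non-infected lizards, on the 1/2 ration 12.09 ± 0.7 (SD, n = 6) and 10.93 ± 0.47 (SD, n = 6), and on the 1/5 ration 11.7 ± 0.46 (SD, n = 5) and 10.83 ± 0.63 (SD, n = 5). Averaged over the diets, infected lizards were higher by 1.05 (standard error 0.19, adjusted p = 0.00365 in limma), with both probes past the threshold and 17 of 17 infected lizards above the median of their diet. On contigs-41075 the difference was 0.84 (standard error 0.2, adjusted p = 0.0358 in limma), with 1 of 2 probes past the threshold, and replicate 4 of the non-infected ad libitum group lay at 10.16, below the 11.42 to 11.87 of its group. A 75th percentile shift, the methods' two-way test, slide as a random block, the replicate block and requiring both copies each took contigs-41075 out of the calls, and slide as a fixed block took out both contigs. With 1 array left out, contigs-41075 was called in 13 of 33 fits.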

Increased expression of genes involved in T-cell responses were also observed in the malaria infected lizards, including inducible T-cell co-stimulator (NP_001093758.1), a linker for activation of T-cells family member 2 (NP_001007483.1) and T-cell surface glycoprotein CD3 epsilon chain precursor (NP_996,787.1), each of which represent critical elements in T-cell activation and proliferation in mammalian species (Additional file 1: Table S6, [53, 54]). Additionally, co-expression analysis identified a correlation between glutathione peroxidase 1 (GPX1, NP_001130041.1) and WBC concentrations (Additional file 1: Table S7) where GPX1 and additional glutathione-related transcripts had increased expression in response to malaria (Additional file 1: Table S4-B and S4-C). This response is indicative of lymphocyte proliferation in humans [55]. 

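LAT2, the linker for activation of T-cells family member 2 (contigs-32982), had a log2 signal of 9.78 ± 0.31 (SD, n = 6) in infected and 8.1 ± 0.65 (SD, n = 5) in non-infected lizards fed ad libitum. On the 1/2 ration the values were 9.9 ± 0.35 (SD, n = 6) and 8.47 ± 0.67 (SD, n = 6), and on the 1/5 ration 9.81 ± 0.27 (SD, n = 5) and 8.15 ± 0.28 (SD, n = 5). The difference over the diets was 1.59 (standard error 0.16, adjusted p = 8.54e-07 in limma), with both probes past the threshold and 17 of 17 infected lizards above the median of their diet. CD3 epsilon (contigs-5009) was higher by 0.52 (standard error 0.16, adjusted p = 0.237 in limma), in 16 of 17 infected lizards. Neither of its probes was past the threshold, although filtering for probes well above background on all 33 arrays called it. The inducible T-cell co-stimulator ICOS is represented by contigs-34257, whose probes were well above background on 11 arrays each and on none of the non-infected lizards on the 1/5 ration, so that no averaged change is given. It was well above background on 4 of 6 infected and 1 of 5 non-infected ad libitum arrays, and on 4 of 6 infected and 2 of 6 non-infected arrays of the 1/2 ration. The differences of 0.76 ad libitum and 1.43 on the 1/2 ration are thus against groups mostly near background. Its 2 probes had adjusted p values of 0.145 and 0.0621 in limma, neither past the threshold. The mean of the 2 probes had an adjusted p of 0.0448 in limma, and a 75th percentile shift also brought it past the threshold. On the second ICOS contig, contigs-24606, the change was 0.06 (standard error 0.23, adjusted p = 0.999 in limma).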

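GPX1 (contigs-41365) had a log2 signal of 11.13 ± 0.67 (SD, n = 6) in infected and 10.14 ± 0.22 (SD, n = 5) in non-infected ad libitum lizards, 10.9 ± 0.42 (SD, n = 6) and 10.33 ± 0.37 (SD, n = 6) on the 1/2 ration, and 10.72 ± 0.65 (SD, n = 5) and 9.76 ± 0.59 (SD, n = 5) on the 1/5 ration. The difference over the diets was 0.84 (standard error 0.18, adjusted p = 0.0148 in limma), both probes were past the threshold, and 17 of 17 infected lizards were above the median of their diet. With slide as a fixed block it was not past the threshold. The white blood cell concentrations were not used here.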

Taken together, these transcriptomic results correspond with the increased lymphocyte counts observed in the infected lizards (Table 1, [1]). In concert with T-cell activation, increased transcriptional expression of CD8 antigen alpha polypeptide (NP_990,566.1, Additional file 1: Table S6) is indicative of an innate immune response in humans to liver-stage infection where CD8+ T-cells kill hepatic schizonts [56].

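CD8A (contigs-33328) had the largest changes with infection among the probes past the threshold, 2.21 and 2.14 on its 2 probes. Its log2 signal ad libitum was 12.36 ± 0.72 (SD, n = 6) in infected and 10.15 ± 0.78 (SD, n = 5) in non-infected lizards, on the 1/2 ration 13.16 ± 0.56 (SD, n = 6) and 10.85 ± 0.96 (SD, n = 6), and on the 1/5 ration 12.74 ± 0.49 (SD, n = 5) and 10.74 ± 0.78 (SD, n = 5). Averaged over the diets the difference was 2.17 (standard error 0.25, adjusted p = 7.25e-06 in limma), with 17 of 17 infected lizards above the median of the non-infected lizards on their diet. Replicate 4 of the infected 1/2 ration group lay at 14.24, above the 12.73 to 13.14 of its group. CD8A was past the threshold with each of the 33 arrays left out in turn, and its change lay between 2.03 and 2.3 over all settings.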

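Interferon regulatory factor 1 is measured by contigs-40396 (IRF1) and contigs-40394 (isoform a), named here as in the array annotation. The paper gives these names the other way round, so its isoform a corresponds to contigs-40396. The log2 signal of contigs-40396 was higher by 1.67 in infected lizards (standard error 0.27, adjusted p = 0.000745 in limma), in 17 of 17 infected lizards relative to the median of their diet, and that of contigs-40394 by 1.87 (standard error 0.3, adjusted p = 0.00059), in 16 of 17. Both probes of each contig were past the threshold, and each contig was called with each array left out in turn, but not with slide as a fixed block. On contigs-40394, replicate 4 of the infected 1/2 ration group lay at 12.66, above the other arrays of its group. The interferon-gamma-inducible p47 GTPase (contigs-15039) was near background, with its probes well above it on 21 and 24 of the 33 arrays. Its change was 1.83 (standard error 0.55, adjusted p = 0.212 in limma), in 14 of 17 infected lizards, and neither probe was past the threshold.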

Transcriptional responses characteristic of blood-stage malarial infection were also observed, including dramatically increased transcriptional expression of interferon regulatory factor 1 (NP_001152868.1), interferon regulatory factor 1 isoform a (XP_002188628.1) and interferon-gamma-inducible p47 GTPase (XP_001377372.1, Additional file 1: Table S4-B). In mammalian malaria infection, induction of interferon expression has been demonstrated to enhance humoral immunity increasing antibody and cytokine production [57], responses indicative of an immune system offensive against the blood-stage merozoite infection of reticulocytes [49]. In mammalian malaria, both pyruvate kinase and glucose-6-phosphate gene variants have been implicated in host resistance to *Plasmodium* infection by protecting reticulocytes / erythrocytes [49, 58, 59]. Malaria infected WFL demonstrated increased expression of pyruvate kinase (NP_990,800.1) and glucose-6-phosphate 1-dehydrogenase (NP_058702.1, Additional file 1: Tables S4-B and S6), perhaps in response to matriculated malaria infection targeting erythrocytes. 

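Pyruvate kinase (PKM) was measured by contigs-40934, whose log2 signal was higher by 0.67 in infected lizards (standard error 0.15, adjusted p = 0.0178 in limma), with both probes past the threshold and 17 of 17 infected lizards above the median of their diet, and by contigs-42640, with a change of 0.44 (standard error 0.19, adjusted p = 0.798) and neither probe past it. With slide as a fixed block, contigs-40934 was not called.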

Finally, the increased expression of interferon-gamma (XP_001377372.1, Additional file 1: Table S4-B) and interleukin 2 receptor (NP_990,197.1, Additional file 1: Table S6 and S8) represent potentially important immune responses given that these are critical elements of the resting memory of malaria-exposure in memory T-cells in humans [60].

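The accession given for interferon-gamma is the one given earlier for the p47 GTPase, whose values stand there. The accession given for the interleukin 2 receptor is listed in Table 2 as BCL2A1, and the array annotation also names its contigs BCL2A1. On contigs-24389 the log2 signal was higher by 0.5 in infected lizards (standard error 0.17, adjusted p = 0.393 in limma) and on contigs-24390 by 0.55 (standard error 0.19, adjusted p = 0.457), each in 14 of 17 infected lizards, and none of the 4 probes was past the threshold. By name, the array holds the interleukin 2 receptor gamma chain (IL2RG, contigs-38936), which is outside the list of named accessions. It was higher by 0.56 (standard error 0.14, adjusted p = 0.0691 in limma), in 16 of 17 infected lizards, and it was not past the threshold, although the methods' two-way test called it.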

### Effects of food limitation

#### Systemic cellular energy

Food limitation represents a generalized stressor that can affect practically all physiological processes. The general nature of the stressor may have contributed to the observation of minimal transcriptomic-expression responses conserved among the repeated food limitation exposures (Exposures 1 and 2, Fig. 2b). 

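The transcripts that the paper names for food limitation with an accession are represented by 12 contigs and 24 probes. The 16 probes of the transcripts named as lower were lower on the rations, and the 8 probes of those named as higher were higher. Over all probes tested, 0 of the 24 were past the diet threshold in limma, and 11 had an unadjusted p under 0.05. Adjusted over the list alone, 8 probes had an adjusted p of 0.05 or less, which is not independent evidence, since the list was chosen on the same lizards.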

At the functional level, significant enrichment of transcripts involved in mitochondrial processes were conserved across the food limitation treatments in Exposure 1 and Exposure 2 (Table 1), where expression was predominantly decreased (Additional file 1: Table S6). 

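On contigs-28431 of NDUFS1, a subunit of NADH dehydrogenase, the mean of both rations relative to ad libitum was a log2 change of negative 0.32 (standard error 0.13, adjusted p = 0.434 in limma's F test of diet), and 19 of 22 food-limited lizards were below the median of the ad libitum lizards of their infection state. Its contigs-28430 and contigs-24292 changed by negative 0.11 and negative 0.45. Short-chain acyl-CoA dehydrogenase (ACADS, contigs-33144) changed by negative 0.48 (standard error 0.14, adjusted p = 0.185 in limma), in 19 of 22 lizards, and its contigs-33145 by negative 0.09. For the ATP synthase F1 complex assembly factor, contigs-39489 changed by negative 0.28 and contigs-47288 by negative 0.35 (standard error 0.11 for each, adjusted p = 0.434 and 0.338 in limma). ATP5I (contigs-42338) changed by negative 0.11 (standard error 0.12, adjusted p = 0.778 in limma). None was past the threshold. The changes depend on the setting: with slide as a fixed block ACADS on contigs-33144 changed by negative 0.09 and ATP synthase on contigs-47288 and contigs-39489 by negative 0.03 and 0, while ACADS on contigs-33145 and ATP5I were higher on the rations, by 0.17 and 0.27. NDUFS1 on contigs-28431 was called by the methods' two-way test and ACADS on contigs-33144 after normexp background correction.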

Decreased transcriptional expression for components of NADH dehydrogenase: ubiquinone, (NP_001006518.1), short-chain acyl-CoA dehydrogenase (NP_001006193.1), and ATP synthase (XP_422,453.1, NP_001091003.1) each of which is crucial for electron transport chain-mediated ATP production [61, 62], presumably reflects the decreased potential for cellular energy production under food limitation. 

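The peroxisome proliferator-activated receptor binding protein is listed on the array as MED1 (contigs-11619). Its log2 signal in non-infected lizards was 8.72 ± 0.22 (SD, n = 5) ad libitum, 8.99 ± 0.22 (SD, n = 6) on the 1/2 ration and 9.28 ± 0.22 (SD, n = 5) on the 1/5 ration, and in infected lizards 8.81 ± 0.27 (SD, n = 6), 9.33 ± 0.17 (SD, n = 6) and 9.2 ± 0.22 (SD, n = 5). The mean of both rations was higher than ad libitum by 0.44 (standard error 0.1, adjusted p = 0.122 in limma's F test of diet), and 22 of 22 food-limited lizards were above the median of the ad libitum lizards of their infection state. It was not past the threshold in limma, but the methods' two-way test called it.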

Decreased food resources increase the need to use stored energy reserves, which was reflected by increased expression of peroxisome proliferator-activated receptor binding protein (PPAR BP, XP_418,125.2, Additional file 1: Table S6) where PPARs, especially PPARγ, are recognized to mobilize stored-lipid metabolism [38]. 

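Apolipoprotein A-I (APOA1) is measured by contigs-42958, contigs-42959 and contigs-42960. Relative to ad libitum, the log2 signal of both rations was higher by 0.29 (standard error 0.24), 0.31 (standard error 0.1) and 0.31 (standard error 0.12), with adjusted p values of 0.773, 0.376 and 0.434 in limma's F test of diet. On contigs-42959, 19 of 22 food-limited lizards were above the median of the ad libitum lizards of their infection state. No probe of the 3 contigs was past the threshold.

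**Figure D2:**
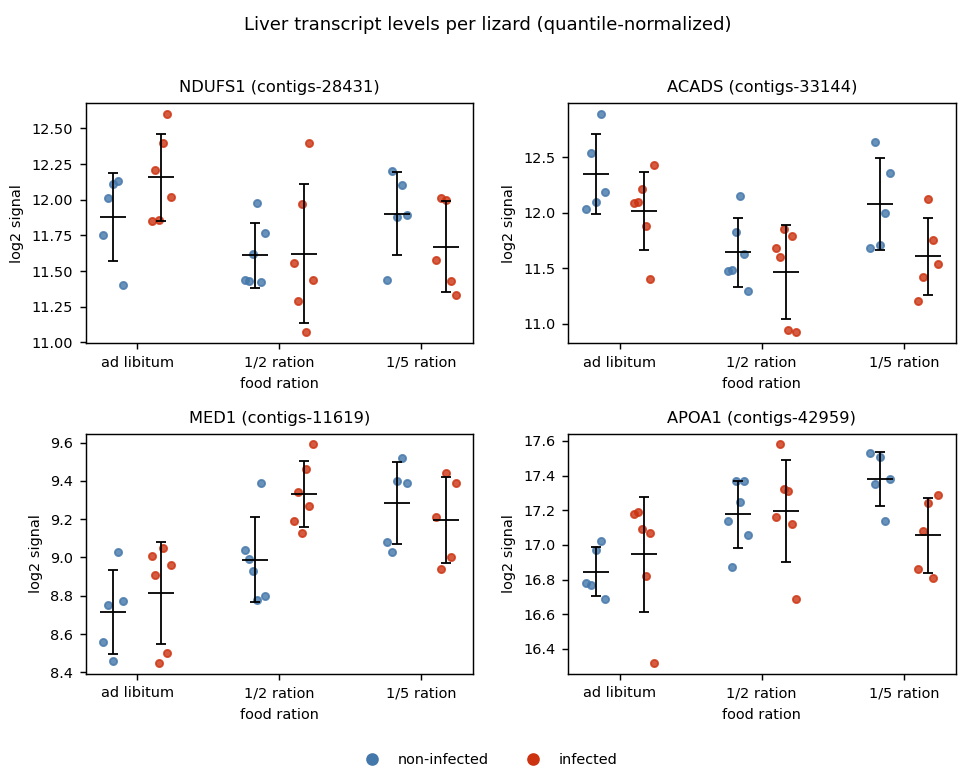
Quantile-normalized log2 signal of NDUFS1, ACADS, MED1 and APOA1 in the liver of each lizard, by food ration and infection. Points are lizards, and bars are the mean and SD of the 5 or 6 lizards of a group. MED1 is higher on the rations by 0.44 on average.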

Correspondingly, apolipoprotein A-I precursor (NP_990,856.1), which facilitates systemic lipid and cholesterol transport in support of lipid metabolism [40, 41] also showed increased expression in response to food restriction (Additional file 1: Table S6 and S8). Resultant phenotypic observation of decreased inguinal fat and decreased body-weight loss (Table 1, [1]) indicate that, as expected, diet restriction negatively affected the overall systemic energy budget of WFL.

#### Immune response

Human epidemiological studies have demonstrated that starvation diminishes effective immune responses thus increasing disease susceptibility [63]. In the present study, food restriction was sufficient to negatively impact the WFL systemic energy budget, and thus the energetically expensive basal immune response [9] was diminished as evidenced by significantly reduced standing stocks of WBCs including lymphocytes, eosinophils and basophils (Table 1, [1]). Experimental investigations of malnutrition in rats have also demonstrated decreased blood levels of lymphocytes and granulocytes [8]. Likewise, calorie deficiency in conjunction with extreme exercise and sleep deprivation has been observed to decrease lymphocyte numbers for all major WBC subgroups including CD4 T-cells, CD8 T-cells, B cells and natural killer cells in humans [64]. In humans, general stress responses from fasting have also been shown to stimulate corticosteroid production which had an inverse correlation with CD4 cell numbers in blood [65], a characteristic response of lymphocytes following corticosteroid induction [66]. 

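For the T cell and leukocyte set of 111 descriptions, the median log2 change relative to ad libitum was 0.13 on the 1/2 ration, with 64% of the members higher (camera in limma, adjusted p = 0.0602), and 0.08 on the 1/5 ration, with 56.8% higher (adjusted p = 0.433). Under fry the adjusted p was 0.182 and 0.664. CD74 on contigs-41074 was higher by 0.62 on the rations (standard error 0.2, adjusted p = 0.311 in limma), in 19 of 22 food-limited lizards, and CD8A was higher by 0.62 (standard error 0.26, adjusted p = 0.477), in 17 of 22. The 4 transcripts past the diet threshold were outside this set. All ad libitum arrays and none of the non-infected 1/2 ration arrays were scanned in the later event.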

In the present study, food restriction did not elicit specific changes in transcriptional expression of immune-related genes in WFL, thus the phenotypic effects of decreased WBC counts are hypothesized to result from diminished energy allocations and/or general-stressor mediated decrements to standing immunity.

### Interactive effects of TNT and food limitation

#### Body weight change and inguinal fat bodies

Given the effects of TNT on systemic energy metabolism (revisit weight loss AOP discussed above), interactive effects between TNT and food limitation treatments (Table 1, Fig. 4c, [1]) were not surprising. For example, the observed hormesis response of significantly increased body weight caused by exposure to lowest dose of TNT was eliminated when food was limited. Correspondingly, the reduced inguinal fat weights measured in food-limited lizards was abolished by TNT exposure [1], likely as a function of TNT-induced inhibition of lipid mobilization and metabolism (see discussion for “Effects of TNT Exposure” above). Transcriptomics results indicated that the significantly increased transcriptional expression of annexin A1 (NP_996,789.1) and annexin A2 (NP_990,682.1) in response to TNT were also abolished under restricted feeding (Additional file 1: Table S6 and S8). Annexins have been identified to reduce the rate of lateral lipid diffusion [67], and also influence lipid-mediated signaling pathways by affecting the distribution and activity of lipid metabolizing enzymes [68]. As discussed above, apolipoproteins additionally facilitate systemic lipid transport in support of lipid metabolism [40, 41]. Already-decreased transcriptional expression for apolipoprotein A-I precursor (NP_990,856.1) and apolipoprotein B (NP_001038098.1) were exacerbated by restricted feeding at the 5 mg/kg/d (Additional file 1: Table S6). The combination of transcriptomic and inguinal fat body responses following combined TNT exposure and food limitation (Fig. 4c) strongly suggest interactive effects on lipid metabolism that results in fat immobilization and systemic energy budget decreases, which impair lizard growth.

### Interactive effects of malaria infection and food limitation

#### WBCs / immune response

The standing stocks of lymphocytes and overall white blood cells (WBCs) were significantly diminished in the lizards when food was restricted [1]. However, when food-restricted lizards were challenged with malaria infection, WBCs and leukocytes increased up to levels observed in malaria infected lizards that were fed *ad libitum*[1]. Correspondingly, transcriptional expression for WBC activation in response to malaria infection was markedly increased in food-limited versus well-fed lizards (Fig. 3). 

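Over the 120 probes past the malaria threshold, the median log2 difference between infected and non-infected lizards was 1.08 ad libitum, 1.3 on the 1/2 ration and 1.25 on the 1/5 ration. The difference was largest ad libitum for 20 probes, on the 1/2 ration for 59 and on the 1/5 ration for 41. The mean of both rations exceeded ad libitum by a median of 0.15 and was higher for 81 of the 120 probes, and 4 of them had an unadjusted p under 0.05 in limma for the difference itself. For the T cell and leukocyte set, the test of the difference ran the other way, with a smaller infection effect on the rations than ad libitum by a median of negative 0.11 and a mean of negative 0.13, where the other descriptions had a median of 0.03 (camera in limma, adjusted p = 0.08). Under fry the adjusted p was 0.662, and without replicate 3 of the non-infected ad libitum group it was 0.029 in camera.

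**Figure D3:**
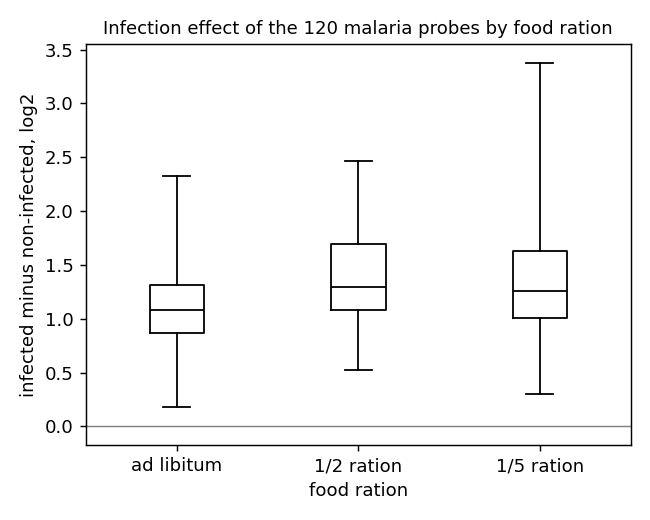
Infected minus non-infected log2 signal of the 120 probes past the malaria threshold, by food ration. Boxes show the median and quartiles over probes, and whiskers the lowest and highest probe. The medians are 1.08, 1.3 and 1.25, and the ranges of the 3 rations overlap from 0.52 to 2.33.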

Given an already diminished stock of WBCs under food limitation, the transcriptional results suggest an enhanced-scale WBC activation response to combat the malaria infection relative to well-fed lizards. Overall, the transcriptional expression for the various immune-related annotation clusters enriched in response to malaria infection were increased across the board when comparing restricted feeding versus well-fed animals (Additional file 1: Table S6). Thus, in addition to WBC activation, the full suite of humoral immune responses to malaria (discussed in “Effects of Malaria Infection” section above) also appeared to be enhanced in the restricted feeding treatment. 

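The infection effect is taken here as infected minus non-infected lizards on the same diet. Of the 20 contigs on the paper's malaria list, 7 had a larger infection effect on the rations than ad libitum and 13 a smaller one. For no contig was the difference itself past an adjusted p of 0.05 in limma, 0 had an unadjusted p under 0.05, and the smallest unadjusted p was 0.107 (0.867 adjusted over the list alone). For CD8A the infection effect on the rations was lower than ad libitum by a log2 value of negative 0.06 (standard error 0.53, adjusted p = 0.992 in limma), for LAT2 by negative 0.13 (standard error 0.34, adjusted p = 0.977), and for IRF1 on contigs-40396 it was higher by 0.23 (standard error 0.57, adjusted p = 0.976).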

The observations suggest that food limitation, at least at the levels tested, may not impair the WFLs’ capacity to launch a robust immune response to malaria infection.

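Relative to non-infected ad libitum lizards, infected lizards had 170 probes past the threshold on the 1/2 ration, of which 119 were higher, 5 on the 1/5 ration and 2 ad libitum in limma. The 5 probes belong to CD8A, LAT2 and a hypothetical protein (contigs-32410), which was named after its value was seen. A single array moved the count of the 1/2 ration to 33, without replicate 4 of the non-infected ad libitum group, and to 324, without replicate 5 of the non-infected 1/2 ration group. This comparison changes infection and ration together, and with scan event as a block it gave 6 probes. From the expression of the immune clusters in lizards on restricted food relative to well-fed lizards (Fig. 3, Table S6), the paper reasons that activation of white blood cells was enhanced under food limitation, and proposes that food limitation at these levels may leave the capacity for an immune response to malaria intact.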

### Interactive effects of TNT and malaria infection

#### WBCs / immune response

Interestingly, exposure to TNT in WFLs caused increases in WBC concentrations, which was a similar response to lizards infected with malaria [1]. Transcriptional expression also increased in both TNT and malaria exposures for immune responses, including increased expression for B-cell linker protein (NP_990,239.1, Additional file 1: Table S6), a functional component of B-cell activation [69]. To some degree, the results suggest an enhanced immune activation caused by TNT exposure that may have had a complimentary effect toward the immune response to malarial infection. However, some interactive effects among TNT exposures and malaria infection were observed that may have impaired the immune response. For example, the linker for activation of T-cells family member 2 (NP_001007483.1), which is a component of T-cell signaling pathways [70] had increased expression in malaria infected lizards and positive dose-response relationships with TNT exposure. However, when combined, TNT had an antagonistic effect reducing expression (Additional file 1: Table S9). Overall, both malaria infection and TNT tended to increase transcriptional expression of immune-related genes and increase overall WBC concentrations in blood. Some unique and interactive effects among the stressors were observed that likely lead to changes in immune profile, such as the observed decreases in heterophil to lymphocyte ratios in the combined exposures [1]. The effects of combined stressors are likely even more complex in environmental exposures, but the present results indicate that TNT, even at relatively high exposure concentrations, may not impair the immune response to malaria in lizard.

#### Testes size

TNT and malaria infection each individually caused reduced testes size in the lizards. The combined stressors caused additive effects at the highest TNT exposure concentration, reducing testes weights by nearly 70% [1]. The present genomics investigation assayed liver tissue, so only peripheral inferences can be drawn regarding this observation. However, impaired bioenergetics in both TNT and malaria infections (discussed in previous sections) are likely contributors. For example, a correlation was identified between decreased transcriptional expression of apolipoprotein A-I precursor (NP_990,856.1), an indicator of diminished energy from lipid metabolism, and decreasing testes weights in the TNT exposure (Additional file 1: Table S8). Additionally, an inverse correlation in transcriptional expression for genes involved in immune-response activation and testes weights was observed (Fig. 4e). Malaria infection induced a dramatic immune response in the lizards, which is a bioenergetically-costly process and likely deferred energy from maintaining reproductive tissues. Neither functional enrichment nor correlation analysis identified androgenic targets affected in TNT exposure or malaria infection. However, transcriptional expression in liver may not reflect androgenic conditions in testes. Malaria infection can also reduce reproductive fitness in WFLs by diminishing courtship behaviors in males [4, 5]. Luckily, the additive effects of malaria infection and TNT dosing on testes were only observed at very high TNT exposure concentrations (40 mg/kg/d), which are unlikely in the field. However, TNT x malaria effects on mating behaviors may still be a concern at more environmentally relevant TNT exposure levels and should be further tested.

## Conclusions

Stressors representative of climate change, habitat encroachment and chemical contamination individually elicited potential adverse effects in WFLs. The global transcriptomic expression analyses provided insights into the molecular processes underlying these effects (Tables 1 and 2). From a transcriptomic perspective, responses to the combined stressors tended to operate independently of one another when molecular targets among stressors did not overlap. On the other hand, when stressors had common molecular targets, there was greater potential for additive or interactive effects. Specifically, both TNT and food limitation each impaired systemic energy production, leading to interactive effects on lipid metabolism and overall growth. Additionally, TNT and malaria infection each individually increased immune responses in the lizards, where the combined stressors likely complimented immune activation against malaria infection. Lastly, although food restriction impaired immunity, a compensatory immune activation at the transcriptomic level was observed resulting in a fully competent immune response to malaria. Additional investigations are needed to fully uncover the mechanisms underlying additive impacts of TNT and malaria on testes size. Overall, results thus far suggest remarkable resilience of WFLs to multiple-stressor exposures.

## Additional files

Additional file 1: Tables. Include additional results in support of the main manuscript and are provided in the file. (XLSX 2291 kb)

Additional file 2: Figures. Include additional graphics in support of the main manuscript and are provided in the file. (DOCX 2097 kb)

## Abbreviations

AO: Adverse outcome
AOP: Adverse outcome pathway
blastx: Basic local alignment search tool - protein
bp: Base-pair
cDNA: Complimentary DNA
contigs: Contiguous sequences
DAVID: Database for annotation, visualization and integrated discovery
DNA: Deoxyribonucleic acid
DoD: Department of Defense
EASE: Expression Analysis Systematic Explorer
EBI: European Bioinformatics Institute
emPCR: Emulsified in oil for polymerase chain reaction
ESTs: Expressed sequence tags
GEO: Gene Expression Omnibus website
KE: Key event
MC: Munitions constituent
MCHC: Mean corpuscular hemoglobin concentration
MHC: Major histocompatibility complex
NCBI: National Center for Biotechnology Information
PBS: Portable Batch System
PCR: Polymerase chain reaction
RBCs: Red blood cells
RDX: 1,3,5-trinitro-1,3,5-triazine
RIN: RNA integrity number
RNA: Ribonucleic Acid
rRNA: Ribosomal RNA
RT-qPCR: Reverse-transcriptase quantitative polymerase chain reaction
singlets: Single sequences
ssDNA: Single stranded DNA
TGICL: The Gene Indices Clustering Tools
TNT: 2,4,6-trinitrotoluene
USAPHC: U.S. Army Public Health Center
WBC: White blood cell
WFL, *Sceloporus occidentalis*: Western fence lizard
WGCNA: Weighted gene co-expression network analysis

# Supplementary material for: Multiple environmental stressors induce complex transcriptomic responses indicative of phenotypic outcomes in Western fence lizard
**Source:** BMC Genomics. 2018 Dec 5;19:877. doi: 10.1186/s12864-018-5270-0
**Supplement:** Supplementary file 2 — Figures. Include additional graphics in support of the main manuscript and are provided in the file.

**Supplementary Figures**

**Title: Multiple Environmental Stressors Induce Complex Transcriptomic Responses Indicative of Phenotypic Outcomes in Western Fence Lizard**

**Authors:** Kurt A. Gust^a*^, Vijender Chaitankar^b^, Preetam Ghosh^c^, Mitchell S. Wilbanks^a^ Xianfeng Chen^d^, Natalie D. Barker^e^, Don Pham^f,g^, Leona D. Scanlan^f,h^, Arun Rawat^i^, Larry G. Talent^j^, Michael J. Quinn Jr.^k^, Christopher D. Vulpe^l^, Mohamed O. Elasri^m^, Mark S. Johnson^k^, Edward J. Perkins^a^, Craig A. McFarland^k^

**Supplementary Figure S1.** Principal component analysis (PCA) of differentially expressed transcripts for exposures 1-3. PCA plots were developed for each primary stressor in each exposure.

**Supplemental Figure S2** (page 1 of 3). Heat maps and hierarchical clustering analyses for transcripts having significant differential expression in the treatment-interaction tests (1. TNT x Food Limitation, 2. Malaria x Food Limitation, and the 3. TNT x Malaria) identified by 2-way ANOVA.

**Supplemental Figure S2** cont. (page 2 of 3)

**Supplemental Figure S2** cont. (page 3 of 3)

How the deposited data were processed for this re-analysis (not part of the article)

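The 33 arrays of Exposure 2 were analysed, and the arrays of Exposures 1 and 3 were not analysed here. The authors deposited, per the file headers, the intensity of each spot after background subtraction and detrending by Agilent Feature Extraction, with no normalization between arrays. The authors also deposited a table of log2 values for the same arrays, which equal the log2 signal of each array shifted to its 75th percentile and centred on the median over the arrays. The array design holds 30000 probes in 2 copies, 60000 spots for 15390 contigs with 10686 descriptions.

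The log2 of the processed signal was quantile-normalized over the 33 arrays in limma. Of the spots, 2433 marked as non-uniform were left out, and the 2 copies of a probe were averaged. Probes well above background on at least 5 arrays were kept (29254), and 104 with both copies marked on an array were left out, leaving 29150. A model of 6 group means was fitted in limma with empirical Bayes moderation, and the effects of malaria, diet and their interaction were averaged contrasts of these means. The threshold was a Benjamini-Hochberg adjusted p of 0.05 and a 1.5-fold change. Tests were two-sided, except the permutation tests of variance shares and Fisher's exact tests of sets, which were one-sided. The permutation tests used 100000 permutations, and other splits of the arrays were drawn 100 times with a fixed seed.

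The text names every transcript that the paper names with an accession for malaria, food limitation or their combination, and for each effect up to 10 contigs with a description, past the threshold, with the largest change and the same direction in all diets. A transcript that this rule takes in is not reported here by name. The files give no accession for a probe, so transcripts were matched by contig and description, and counts for comparison with the paper are of descriptions in place of RefSeq accessions. The 10 sets of transcripts were made from words in the descriptions that follow Table 1, with ribosomal proteins and proteasome as comparison sets. No reference genome was used here.

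A list of red blood cell transcripts was also made from words in the descriptions. Its first version wrongly took in spectrins described as non-erythrocytic, and it was corrected after its result had been seen. Both results are given in the closing section.

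The arrays were checked for identical values: the largest share of identical spots between 2 arrays was 0.00167%, and the 2 copies of a probe differed by a median of 0.141 log2. The code was tested on simulated data, with changes added to 200 of the 29150 probes. For the malaria effect, 61% of the changed probes were called at a log2 change of 1 and 95% at 2, for the diet effect 47% and 90%, with 5.43% to 10.5% of the calls false.

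The versions were R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.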

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

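The tests of signals near background and of added background on the 2 arrays of low correlation were chosen only after the result was seen, as were those of scan event and red blood cell transcripts for the malaria calls.

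In each group of 5 or 6 arrays, 12 measures were tested for a single array far from the others, and 10 of 72 tests had one, where chance gives about 5% of groups. The median signal was 592 in replicate 5 of the non-infected 1/2 ration group (the others 95.8 to 153) and 310 in replicate 6 of the infected 1/2 ration group (the others 101 to 163). The median correlation with the other arrays was 0.81 and 0.796 on the same arrays. Replicate 5 of the non-infected 1/2 ration group also had 1670 non-uniform spots (the others 4 to 114), and replicate 3 of the infected 1/2 ration group and replicate 3 of the non-infected 1/5 ration group had 23 and 247.

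For the 2 arrays of low correlation, a swapped label among the groups is argued against as the cause of that low correlation. Their highest correlation with any group mean was 0.882, under the lowest of the other arrays, 0.947. Whether their labels are right cannot be told in this way, since many other arrays also lay nearest to the mean of a group not their own. Background added to all signals may be a cause: the 5th percentile of the signal was 48.1 and 78.8 on these arrays, above the highest of the other arrays, 26.9. Noise of signals near background cannot be told apart from it, since the spread over the brightest of 3 equal parts of the probes was at least 0.798, where the highest of the other arrays was 0.791. No biological explanation was tested for these arrays.

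On contigs-41075 of CD74, replicate 4 of the non-infected ad libitum group lay at 10.16 (the others 11.42 to 11.87). Replicate 4 of the infected 1/2 ration group lay at 14.24 for CD8A (the others 12.73 to 13.14) and at 12.66 for IRF1 isoform a of the array annotation (contigs-40394), both above its group. No technical or biological explanation was tested for these single values.

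Among the contigs with the largest changes past the malaria threshold, 6 are not discussed in the paper's text: those similar to phospholipase A2 inhibitor beta (contigs-46742, higher by 1.92 in infected lizards, adjusted p = 0.00982 in limma, in 17 of 17 infected lizards), proteoglycan peptide core protein (contigs-19330, 1.77, limma adjusted p = 3.67e-05, 17 of 17), platelet activating receptor homolog (contigs-46709, 1.77, 0.00103, 16 of 17), Src-like-adaptor 2 (contigs-20278, 1.75, 0.00152, 16 of 17) and IP4/PIP3 binding protein-like (contigs-30848, 1.67, 0.000347, 16 of 17), and proteasome beta 9 (contigs-51713, 1.59, 0.00211, 17 of 17).

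For the 120 malaria probes as a whole, the tables argue against 3 technical explanations. With scan event as a block, 110 of them were past the threshold. With slide as a fixed block their median change was 1.21, and 1.23 without it, although only 18 of the 120 stayed past the threshold. In signals that were not normalized between arrays, 120 of 120 were higher in infected lizards relative to the median of all probes. Red blood cells carried with the liver stay open: of 16 transcripts on the list, 5 were past the threshold and the other 11 had a camera p of 0.0518 (n = 33 arrays; fry p = 0.0229). With the first version of the list, the camera p was 0.007. Since the list was divided by the tested change itself, these p values weigh neither for nor against blood.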

How the results depend on the processing

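Description means, the 3 arrays left out together, the fits within events, and scan event as a factor of the variance shares were chosen only after the result was seen; the other alternatives and the words that define the 10 sets were chosen before the data were examined. Means by RefSeq accession were not run, since the files give no accession. The cause was not tested for any change below.

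The counts are given in the order named. Of the malaria (120), diet (4), interaction (0) and shared malaria and diet (0) probes: malaria kept within 1.5 times under 75th percentile shift (132), normexp (117), the filter on all 33 arrays (148), the methods' two-way test (119), slide as a random block (117) and scan event (118), and moved to 21 with slide as a fixed block, 240 with array weights and 467 at an unadjusted p under 0.01 with 1.5-fold; description means gave 66, against 73 descriptions at first. Diet moved to 10 with the 75th percentile over bright probes, 114 with normexp, 48 with the filter on all 33 arrays, 73 in the two-way test, 633 with array weights, 784 at p under 0.01, 22 with description means (4 descriptions at first), 52 without the 3 arrays, 2 with the replicate block, and 0 with slide as a fixed or random block, scan event, or both copies required; with the 75th percentile shift and the authors' table it stayed at 4, of which 1 was shared. Interaction moved to 179 at p under 0.01, and the shared probes to 1 with the filter on all 33 arrays, 9 with array weights, 26 at p under 0.01 and 1 without the 3 arrays. The direction of diet calls was 0 higher and 4 lower at first, and 259 and 374 with array weights.

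Against non-infected ad libitum lizards, in the order infected ad libitum (2), non-infected 1/2 ration (0), infected 1/2 ration (170), non-infected 1/5 ration (3), infected 1/5 ration (5), and infection within the 1/2 (15) and 1/5 ration (0), the moved counts were as follows. Array weights: 0, 7, 1570, 9, 36 and, within 1/2, 86. Unadjusted p under 0.01: 193, 464, 1378, 631, 265, 616 and 259, with 56 for 1/2 against 1/5 ration and 144 for the difference of the infection effect. Slide as a fixed block: 0, 0, 0, 0, 0, 0 and 0. Slide as a random block: 39 for infected 1/2 and 1 for infected 1/5. Scan event: 0 for infected ad libitum, 6 for infected 1/2, 1 for non-infected 1/5, 0 for infected 1/5 and 7 within 1/2. Replicate block: 0 for infected ad libitum, 80 for infected 1/2 and 7 within 1/2. Both copies: 0, 74 for infected 1/2, 0 and 0 for the 1/5 groups, and 9 within 1/2. The 75th percentile shift and the authors' table: 0 for infected ad libitum, 1 for non-infected 1/5, 8 for infected 1/5 and 0 within 1/2. The shift over bright probes: 0, 1 for non-infected 1/2, 1 and 0 for the 1/5 groups, and 0 within 1/2. Normexp: 291 for infected 1/2, 0 for non-infected 1/5, 23 within 1/2 and 2 within 1/5. Filter on all 33 arrays: 4, 281 for infected 1/2, 0 for non-infected 1/5, 34 within 1/2 and 3 within 1/5. Two-way test: 0, 269 for infected 1/2 and 23 within 1/2. Contig means: 1, 1 and 2 for the 1/5 groups, 9 within 1/2 and 1 within 1/5. Description means: 1, 1, 2 and 1 within 1/5. Without the 3 arrays: 0, and 1 within 1/2. Only the 2 groups: 0, 5 for infected 1/2, 0 for infected 1/5 and 0 within 1/2.

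For the sets, the adjusted p of apoptosis with malaria was 0.182 under fry and 0.535 with an estimated correlation, and that of oxidoreductases on the 1/2 ration 0.182 and 0.673, while that of the mitochondrion set on the 1/2 ration was 0.000374 after a 75th percentile shift. The clustering difference was 0.02 over all probes and 0.26 with slide as a fixed block.

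Leaving out each array in turn, the lowest and highest counts were 98 and 164 for malaria, 0 (without replicate 3 of non-infected ad libitum) and 75 (without replicate 6 of infected ad libitum) for diet, 0 and 4 for infected ad libitum, 0 and 1 for non-infected 1/2 ration, 33 (without replicate 4 of non-infected ad libitum) and 324 (without replicate 5 of non-infected 1/2 ration) for infected 1/2 ration, 2 and 5 for non-infected 1/5 ration, 0 (without replicate 1, 2, 4 or 5 of infected 1/5 ration or 2, 4 or 5 of non-infected ad libitum) and 7 for infected 1/5 ration, 1 (without replicate 3 or 4 of infected or 2, 3, 4 or 5 of non-infected 1/2 ration) and 23 within the 1/2 ration, and 0 and 4 within the 1/5 ration. The adjusted p was 0.029 to 0.268 for the mitochondrion set and 0.00464 to 0.0501 for oxidoreductases on the 1/2 ration, and 0.029 to 0.296 for the difference of the infection effect over the T cell set.

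For the named transcripts, over the alternatives other than single arrays, 734 results kept their side of the threshold, 33 passed it anew and 45 no longer passed it. None reversed while called, but uncalled changes of ACADS (contigs-33145), ATP5I, NDUFS1 (contigs-28430) and ICOS (contigs-24606) changed sign. The filter on all 33 arrays gives values for 38 of 43 named contigs. Replicate numbers do not pair the arrays: same-number arrays of other groups had a median correlation of 0.02, so the replicate block is an alternative only. Signal over background limits the dim probes, with 56.8% to 99.8% of spots well above background.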

Differences from the paper's values

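No test in this part was chosen only after the result was seen, except the description counts, a unit chosen after the files were seen, and the 3 arrays left out.

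In Fig. 2a, read by eye, the paper shows about 230 accessions for malaria, where 73 descriptions were past the threshold; of the alternatives set before the data were examined, an unadjusted p under 0.01 with 1.5-fold gave 293, within 1.5 times, and the others did not come within it, array weights giving 132. For diet the paper shows about 380 in Fig. 2a, read by eye, against 4, and array weights gave 471, within 1.5 times, while p under 0.01 gave 587. For the interaction the paper shows about 110 in Fig. 2a, read by eye, against 0 in limma (1280 probes at an unadjusted p under 0.05, and 0 in the methods' two-way test), and p under 0.01 gave 136, within 1.5 times. Without the fold change, 229 probes had a p under 0.01, fewer than unchanged probes would give on average. The nearness of 136 to the paper's number therefore does not speak for an interaction. For malaria and diet shared, the paper shows about 19 in Fig. 2a, read by eye, against 0 in limma and 3 in the two-way test, and array weights gave 13, within 1.5 times, while p under 0.01 gave 35. In the part of the paper's table for Exposure 1 at hand, the largest p of a called effect is just under 0.01 and some transcripts have no 1.5-fold change, so the paper's counts may rest on another threshold than the stated one, and part of these differences with it.

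The paper states a larger immune response to infection in food-limited lizards, from fold changes relative to non-infected ad libitum lizards. The infection effect here is infected minus non-infected lizards on the same ration. On the paper's list, 7 of 20 contigs had a larger infection effect on the rations and 13 a smaller one. Over the T cell and leukocyte set the effect was smaller by a median of negative 0.11 (camera, adjusted p = 0.08). Over the 120 malaria probes it was larger for 81. Relative to non-infected ad libitum lizards, infected lizards had 170 probes past the threshold on the 1/2 ration, 5 on the 1/5 ration and 2 ad libitum. With scan event as a block these were 6, 0 and 0. Part of the difference from the paper may thus rest on the measure.

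The paper calls transcripts that were not past the threshold here. Settings that call them are: for ICOS (contigs-34257), the 75th percentile shift, the authors' table, slide as a random block, array weights, p under 0.01, contig means and, chosen after seeing the values, the 3 arrays left out; for CD3E, the filter on all 33 arrays, array weights and p under 0.01; for MR1 (contigs-41511), BCL2A1 (contigs-24389) and p47, p under 0.01. With 1 array left out, ICOS was called in 7 of 33 fits and CD3E in 4. For food limitation, ACADS (contigs-33144) was called by normexp, array weights and p under 0.01, MED1 and NDUFS1 (contigs-28431) by the two-way test, array weights and p under 0.01, NDUFS1 (contigs-24292) by array weights and p under 0.01, and ATP synthase (contigs-47288) by p under 0.01. No setting run called ZEB1, APOA1 or ATP5I. By name, IL2RG was called by normexp, the filter on all 33 arrays, the two-way test, the replicate block, array weights, p under 0.01 and 4 of 33 fits with 1 array left out.

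The paper states a random split of replicates between 2 hybridization blocks. In the scan times, 0 of 11 ad libitum arrays and 6 of 6 non-infected 1/2 ration arrays fall in the earlier event. Scan times need not equal hybridization blocks, so whether this is a difference from the paper stays open.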

Other observations

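The tests of the scores of blood and T cells together, of scan event for the diet calls, and of the corrected red blood cell list were chosen only after the result was seen.

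Over other splits of the arrays into groups of the same sizes, 2 of 100 gave as many malaria probes as the real one, included, and the other one gave 656. A share of 1 of 100 is the smallest these splits can give, and the shares were not adjusted over the results tested. They tell how rare a count is and do not exclude chance. The T cell set had as small an adjusted p in 1 of 100. For the number of sets past the threshold, chance cannot be excluded for malaria (5 of 100), the 1/2 ration (33) or the 1/5 ration (57). Counts as large as the real one were rare for diet (1 of 100), infected 1/2 ration (1), non-infected 1/5 ration (1), infected 1/5 ration (1) and infection within the 1/2 ration (2). For diet, the highest count of another split was 1, which is also the real count in most fits with 1 array left out. They were less rare for infected ad libitum (7 of 100). For counts of 0 all 100 splits give as many by construction, so they say nothing on the interaction, the difference of the infection effect, non-infected 1/2 ration, infection within the 1/5 ration, and 1/2 against 1/5 ration. The splits do not keep slide or scan event, so they bear on chance alone: with slide as a fixed block malaria gave 21 probes, and diet, infected 1/2 ration, both 1/5 ration groups and infection within the 1/2 ration each gave 0 in limma, and with scan event as a block infected 1/2 ration gave 6.

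The T cell and leukocyte set was higher in infected lizards. With the red blood cell score as a covariate the set had a camera p of 0.00532 (n = 33 arrays, fry p = 0.0124). This cannot decide whether blood in the liver samples is the whole cause. The score follows red blood cells, while the paper reports raised white blood cell counts with infection, which the covariate cannot remove. Blood may contribute at least in part: with group means removed, the 2 scores rose together over the 33 arrays (Spearman's rho 0.63, permutation p = 0.00014, two-sided), more than with all but 0.08% of 10000 random lists. With the covariate, 3 malaria probes were past the threshold, and all 120 were higher with a median of 0.75. The most abundant transcripts of the list, hemoglobin alpha chains, had mean log2 signals of 16.88 and 16.37. None of the list is in the T cell set. A change of immune cells in the liver with infection stays open, as untested.

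For the diet calls the scan event stays open. With event as a block 0 probes were past the threshold in limma and 1781 had an unadjusted p under 0.05, and the earlier event holds no ad libitum array. Against the event, the change with diet and the change with event had a correlation of 0.07 over the probes, and with the event in the model the 4 diet probes were still lower on the rations, by negative 0.58 (standard error 0.14) to negative 1.61 (standard error 0.47). These 4 were chosen for their change, so they do not exclude the event. The event itself had 0 probes past an adjusted p of 0.05 in limma and 1974 at an unadjusted p under 0.05.

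The larger share of variance between slides than under permutation is not due to the 3 arrays of low correlation. Without them the share was 44.4%, where permuted slides gave a median of 30.8%, with a permutation p of 1e-05, the smallest the permutations can give. No biological explanation was tested.

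Sets that belong at no claim of the paper on these comparisons: the proteasome set (36 descriptions) had a median change of negative 0.22 on the 1/2 ration (camera in limma, adjusted p = 0.0037, fry 0.182) and negative 0.17 on the 1/5 ration (limma, adjusted p = 0.00408, fry 0.389). With malaria, the mitochondrion set changed by a median of negative 0.07 (limma, adjusted p = 0.00253, fry 0.662) and the oxidoreductase set by negative 0.08 (limma, adjusted p = 0.0147, fry 0.664). With infection ad libitum, the oxidoreductase set changed by negative 0.12 (camera in limma, adjusted p = 0.00268, fry 0.499). With infection on the 1/5 ration, the mitochondrion set changed by negative 0.12 (camera, adjusted p = 0.00448, fry 0.664) and the apoptosis set by 0.14 (camera, adjusted p = 0.0155, fry 0.182). The ribosomal protein set (111 descriptions) changed with infection on the 1/5 ration by a median of negative 0.11 (limma, adjusted p = 0.0334, fry 0.664), and its adjusted p in the other 6 comparisons was 0.0685 or more.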
